# Using an in-vivo syngeneic spontaneous metastasis model identifies ID2 as a promoter of breast cancer colonisation in the brain

**DOI:** 10.1186/s13058-018-1093-9

**Published:** 2019-01-14

**Authors:** Magdalena Kijewska, Carmen Viski, Frances Turrell, Amanda Fitzpatrick, Antoinette van Weverwijk, Qiong Gao, Marjan Iravani, Clare M. Isacke

**Keywords:** Breast cancer metastasis, Brain metastasis, Spontaneous metastasis, Mouse models, 4T1, ID2, ALDH3A1, Intracranial, Intracardiac

## Abstract

**Background:**

Dissemination of breast cancers to the brain is associated with poor patient outcome and limited therapeutic options. In this study we sought to identify novel regulators of brain metastasis by profiling mouse mammary carcinoma cells spontaneously metastasising from the primary tumour in an immunocompetent syngeneic host.

**Methods:**

4T1 mouse mammary carcinoma sublines derived from primary tumours and spontaneous brain and lung metastases in BALB/c mice were subject to genome-wide expression profiling. Two differentially expressed genes, *Id2* and *Aldh3a1*, were validated in in-vivo models using mouse and human cancer cell lines. Clinical relevance was investigated in datasets of breast cancer patients with regards to distant metastasis-free survival and brain metastasis relapse-free survival. The role of bone morphogenetic protein (BMP)7 in regulating *Id2* expression and promoting cell survival was investigated in two-dimensional and three-dimensional in-vitro assays.

**Results:**

In the spontaneous metastasis model, expression of *Id2* and *Aldh3a1* was significantly higher in 4T1 brain-derived sublines compared with sublines from lung metastases or primary tumour. Downregulation of expression impairs the ability of cells to colonise the brain parenchyma whereas ectopic expression in 4T1 and human MDA-MB-231 cells promotes dissemination to the brain following intracardiac inoculation but has no impact on the efficiency of lung colonisation. Both genes are highly expressed in oestrogen receptor (ER)-negative breast cancers and, within this poor prognosis sub-group, increased expression correlates with reduced distant metastasis-free survival. *ID2* expression also associates with reduced brain metastasis relapse-free survival. Mechanistically, BMP7, which is present at significantly higher levels in brain tissue compared with the lungs, upregulates *ID2* expression and, after BMP7 withdrawal, this elevated expression is retained. Finally, we demonstrate that either ectopic expression of *ID2* or BMP7-induced *ID2* expression protects tumour cells from anoikis.

**Conclusions:**

This study identifies *ID2* as a key regulator of breast cancer metastasis to the brain. Our data support a model in which breast cancer cells that have disseminated to the brain upregulate *ID2* expression in response to astrocyte-secreted BMP7 and this serves to support metastatic expansion. Moreover, elevated *ID2* expression identifies breast cancer patients at increased risk of developing metastatic relapse in the brain.

**Electronic supplementary material:**

The online version of this article (10.1186/s13058-018-1093-9) contains supplementary material, which is available to authorized users.

## Introduction

Metastasis of breast cancer to the brain represents an area of high un-met medical need; 15–30% of patients with metastatic breast cancer will develop brain metastases, and the brain is the first site of metastasis in 7–16% of metastatic patients [1]. Survival upon a brain metastasis diagnosis is 4 months to 2 years, with worse prognosis for patients with triple negative (TN) breast cancer or multiple brain lesions, and better prognosis for those with oestrogen receptor-positive (ER^+^) or human epidermal growth factor receptor 2-positive (HER2^+^) disease or a single brain metastasis [2, 3]. The incidence of brain metastasis for breast and other cancers has been increasing, likely due to improved imaging and other diagnostic technologies and more effective systemic and targeted therapies which prolong patient survival by controlling extra-cranial disease. However, agents that control systemic disease often have poor brain penetrance resulting in failure to control disease progression [4, 5].

Over the past decade there has been significant progress in understanding the mechanisms underpinning brain metastasis, including the identification of key molecular events required for successful tumour cell transmigration across the blood-brain barrier and for avoiding apoptosis once the cells have reached the brain parenchyma [1, 5–8]. However, these studies have relied heavily on directly inoculating tumour cells into the left ventricle of the heart and on the use of human cell lines in immunocompromised mice. Such a scenario fails to recapitulate the clinical setting where low numbers of circulating tumour cells will encounter different organs and have to avoid immune attack [7]. To better mimic human disease, we used a model of spontaneous metastasis of 4T1 mouse mammary carcinoma cells in syngeneic, immunocompetent BALB/c mice. We have profiled 4T1 sublines derived from primary tumours and from tumour cells that had disseminated to the lungs and brain and performed in-vivo validation experiments and assessment of clinical datasets. Using this approach, we identified a role for *ID2* and *ALDH3A1* in promoting metastatic colonisation and for *ID2* in promoting brain-specific metastasis.

## Methods

### Cells and reagents

4T1 cells were obtained from the American Type Culture Collection (ATCC), tagged with luciferase using lentiviral particles expressing Firefly luciferase (Amsbio), and grown in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (FBS). MDA-MB-231-Luc cells were obtained from Sibtech and grown in DMEM supplemented with 10% FBS. Where indicated, 4T1-Luc cells were transduced with lentiviral particles expressing H2B-mRFP as previously described [9] and RFP^+^ cells enriched by fluorescence-activated cell sorting (FACS). Cells were short tandem repeats (STR) tested regularly using the StemElite ID system (Promega). Both cell types were routinely tested for mycoplasma and used within 10 passages after resuscitation. Mouse astrocytes were purchased from ScienCell and maintained in astrocyte basal medium supplemented with FBS and astrocyte growth supplement. Recombinant human transforming growth factor (TGF)β-1 and bone morphogenetic protein (BMP)7 were purchased from R&D systems. Details of short hairpin RNA (shRNA) lentiviruses, full length open reading frame (ORF) clone expression systems, quantitative reverse-transcription polymerase chain reaction (RT-qPCR) reagents, and antibodies used in this study are provided in Additional file 1 (Tables S1–S4).

For shRNA knockdown of *Id2 or Aldh3a1*, 5 × 10^4^ 4T1-Luc cells were transduced with lentiviral particles (Sigma; Mission transduction particles) at a multiplicity of infection (MOI) of 2. At 24 h post-transduction, the medium was replaced with fresh medium containing 10% FBS. Stably transduced cells were selected in 2.5 μg/mL puromycin for two passages.

For ectopic expression of *Id2 or Aldh3a1*, 8 μg of bicistronic mammalian expression vector pReceiver-Lv166 mCherry vector with or without full length ORF for mouse *Id2* (EX-Mm03201-Lv166) or *Aldh3a1* (EX-Mm28326-Lv166-GS) purified plasmid, 4 μg of packaging plasmid psPAX2, and 1.5 μg envelope plasmid pMD2.G were co-transfected into the HEK293T cells using OptiMEM and Lipofectamine 2000. At 48 h post-transfections, virus-containing medium was collected and used to directly infect 4T1-Luc or MDA-MB-231-Luc cells. At 72 h post-infection, cells were FACS sorted to enrich for mCherry-positive cells.

### In-vivo experiments

All animals were monitored on a daily basis by staff from the ICR Biological Service Unit for signs of ill health.

To isolate tumour cells disseminated to metastatic sites for gene expression profiling, 1 × 10^4^ 4T1-Luc cells in 50 μL phosphate-buffered saline (PBS) were inoculated subcutaneously into 6- to 8-week-old female BALB/c mice. Once primary tumours reached the maximum (mean diameter ≥ 15 mm) allowable size, the mice were sacrificed. Primary tumours, lungs, and brains were harvested at necropsy. Primary tumours were individually cut into small pieces, homogenized using a McIlwain Tissue Chopper (Campden Instruments), and digested in L-15 medium containing 3 mg/mL collagenase type I at 37 °C for 1 h, followed by digestion with 0.025 mg/mL DNase1 at 37 °C for 5 min. After erythrocyte lysis using Red Blood Cell Lysing Buffer (Sigma), the cell suspension was plated into a 10-cm dish in 10 mL DMEM plus 10% FBS. Individual lungs and brains were placed in 1 mL PBS on a 40-μm sieve in a 6-cm plate, mechanically dissociated by pushing through the sieve, and cultured in 2 mL DMEM plus 10% FBS in 6-cm dishes. When primary tumour-, brain- and lung-derived 4T1 colonies were visible, cells were passaged 3–4 times before RNA was extracted from individual sublines for gene expression profiling.

For experimental metastasis assays, 6- to 8-week-old female BALB/c or NOD SCID gamma (NSG) mice were inoculated with 4T1-Luc or MDA-MB-231 cells. For intracranial inoculations, mice were anaesthetised with isoflurane and injected with 1 × 10^4^ 4T1-Luc cells in 5 μL PBS into the brain at a rate of 2.5 μL tumour cells/min using a stereotaxic frame with pre-defined co-ordinates relative to bregma (*x* = −2 mm, *y* = 1 mm, *z* = −2 mm). At post-mortem, brains were in-vivo imaging system (IVIS) imaged ex-vivo, fixed in 4% paraformaldehyde for 24 h, and paraffin embedded. For intracardiac inoculation, mice were anaesthetized with isoflurane and 5 × 10^4^ 4T1 (BALB/c mice) or 3 × 10^5^ MDA-MB-231 cells (NSG mice) were injected into the left ventricle of the heart in 100 μL PBS. At the end of the experiment, post-mortem tissues were IVIS imaged ex-vivo, fixed in 4% paraformaldehyde for 24 h, and either paraffin embedded or frozen.

For RNA expression analysis of freshly isolated cells, 4T1-Luc-RFP cells were inoculated either subcutaneously (5 × 10^5^ cells), intravenously via the lateral tail vein (1 × 10^5^ cells) or, as described above, intracranially (1 × 10^4^ cells). Then, 9–13 days later, primary tumours, lungs, and brains were collected. Primary tumours were dissociated using the MACS mouse tumour dissociation kit (Miltenyi Biotec), and lungs and brain were dissociated using the MACS lung dissociation kit. RFP-positive 4T1-Luc cells were FACS sorted directly into RLT lysis buffer (Qiagen) for RNA extraction.

For fluorescent imaging of brain sections, whole 4% paraformaldehyde-fixed brains were submerged in 30% sucrose in PBS at 4 °C before moulding in OCT and freezing in dry ice plus isopentane. The frozen brain was cryostat sectioned at 20-μm intervals. For imaging of mCherry-positive cells, sections were defrosted, washed in PBS, DAPI stained, mounted, and scanned using the Vectra 3.0 automated quantitative pathology imaging system (Perkin Elmer).

For histological and immunohistochemical analysis, formalin-fixed paraffin-embedded (FFPE) brain sections were haematoxylin and eosin (H&E) or antibody stained and scanned on the NanoZoomer digital slide scanner (Hamamatsu). Tumour burden was quantified using ImageJ in a coronal section taken at the median level through each brain.

### Gene expression profiling

RNA extracted (RNeasy Mini kit) from independently isolated 4T1 sublines derived from primary tumour (T, *n* = 3), brain metastases (B, *n* = 4), and lung metastases (L, *n* = 3) was subjected to microarray analysis on Mouse WG-6 v2.0 expression BeadChips (Illumina, San Diego, CA, USA). RNA amplification, labelling, and hybridization were performed according to the manufacturer’s instructions at Cambridge Genomic Services. The raw data were extracted using GenomeStudio Software and was processed in R using the lumi package (http://www.bioconductor.org). In brief, data were: 1) filtered to remove any non-expressed probes (detection *p* > 0.01) across samples involved in a given group comparison; 2) transformed using the variance-stabilising transformation; and 3) normalised using the robust spline normalisation method.

Sample relations were estimated using unsupervised hierarchical clustering (Euclidean distance, average linkage) based on 17,550 probes. Two-sample *t* tests (with random variance model) were used to identify differentially expressed genes between 1) L and T, 2) B and L, and 3) B and T sublines using the BRB-Array Tools (https://brb.nci.nih.gov/BRB-ArrayTools) with a threshold of parametric *p* value < 0.001. When multiple probes were mapped to the same gene, the most variable probe measured by interquartile range (IQR) across the samples was selected to represent the gene. Gene expression data are deposited at GEO with the accession number GSE110101.

### RT-qPCR

RNA from cultured cells or whole mouse tissue or from freshly isolated tumour cells was extracted using the RNeasy Mini kit or the RNeasy Plus Micro kit, respectively, according to the manufacturer’s instructions. RNA was eluted in 10–30 μL nuclease-free water. The RNA concentration was measured in a 1-μL sample using the Qubit2.0 Fluorometer (Invitrogen) or the ND-1000 Spectrophotometer (Nanodrop). cDNA was produced by reverse transcribing 150–500 ng RNA using the QuantiTect reverse transcription kit (Qiagen) or SuperScript IV First-Strand Synthesis System (Invitrogen) according to the manufacturer’s instruction. qPCR was performed on 11.25 ng cDNA (4.5 μL) with 0.5 μL Taqman Gene Expression Assay probe and 5 μL 2× qPCR Master mix per well. Relative quantification was performed using QuantStudio Real-time PCR software or on an ABI Prism 7900HT sequence detection system. Each reaction was performed in triplicate. Data were analysed using QuantStudio Real-time PCR or SDS 2.2.1 software, and relative expression levels were normalised, unless otherwise stated, to *B2m/B2M* or *Gapdh* endogenous control, with a confidence interval of 95% for all assays.

### Cell based assays

For spheroid growth assays, 7.5 × 10^2^ cells/well were sorted into U-bottom low adherence 96-well plates (Corning) in DMEM containing 2% FBS. At 7 days post-seeding, the viability of the cells in the three-dimensional tumour spheroids was assessed using CellTiter-Glo (Promega) with luminescence quantified using a Victor X5 plate reader.

For the anoikis assay, 5 × 10^4^ cells/well were seeded into low-adherence six-well plates (Costar) in DMEM containing 2% FBS. At 24 h post-seeding, cells were stained with Annexin V-APC/PI Apoptosis Detection Kit (eBioscience) and analysed using a BD Biosciences LSRII flow cytometer with FACSDIVA and FlowJo software. Cell viability was measured as a proportion of healthy (Annexin-negative, PI-negative) cells.

### Human and mouse datasets

The expression levels of *ID2* and *ALDH3A1* and their relation to the receptor status of ER, progesterone receptor (PR), and HER2 were assessed for breast cancer samples in The Cancer Genome Atlas (TCGA) [10]. The expression level of *BMP7* in non-tumour-bearing mice was assessed in 1) brain astrocytes, neurons, and microglia using the Srinivasan et al. RNAseq dataset [11], and 2) brain microglia and astrocytes using the Kamphuis et al. microarray dataset [12]. Clinical significance (distant metastasis-free survival) of *ID2* and *ALDH3A1* expression in ER^–^ breast cancers was assessed using publicly available data from Gyorffy et al. [13]. Associations of *ID2* and *ALDH3A1* mRNA levels and brain metastasis were tested in four breast cancer datasets (GSE2034, GSE2603, GSE12276, and GSE14020), normalized by MAS5.0, log_2_ transformed, and batch corrected. The tumour subtype information was published in a previous study [14]. The datasets contained 104 ER^–^ breast cancer patients who either had no metastatic relapse (*n* = 71) or brain-only metastatic relapse (*n* = 33). Brain metastasis relapse-free survival analysis was performed using the upper tertile of gene expression to dichotomise the breast cancers.

To assess the expression of *ID2* in primary breast cancers and breast cancer brain metastases, the datasets described in Schulten et al. (GSE100534) [15] and Harrell et al. (GSE26338) [16] were retrieved. GSE26338 contains data deposited from seven different platforms. Samples run on the GPL5325 platform were enriched for metaplastic breast cancers and were therefore excluded.

### Statistical analysis

Statistical analyses were performed using GraphPad Prism 7. Unless stated otherwise, data represent the mean values ± standard error of the mean (SEM). Where the groups followed normal distribution and had equal variances, the significance of the differences of the groups was tested using either unpaired Student’s *t* test (two groups) or one-way analysis of variance (ANOVA; multiple groups) followed by Bonferroni post-hoc testing for correcting multiple comparisons. If groups did not follow a normal distribution, non-parametric Mann-Whitney (two groups) or Kruskal-Wallis (multiple groups) tests were used. Statistical significance was defined as *p < 0.05, **p < 0.01, and ***p < 0.001.

## Results

### Increased *Id2* and *Aldh3a1* expression in breast cancer cells disseminated to the brain

To establish a model that more closely mimics the clinical scenario, 4T1 mouse mammary carcinoma cells were grown as primary tumours in syngeneic BALB/c mice. At the termination of the experiment, brains, lungs, and primary tumours were individually dissociated to derive 4T1 sublines isolated from different sites. 

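Gene expression was measured on Illumina mouse whole-genome bead arrays, on which each probe reads the abundance of a transcript as a fluorescence intensity. The 10 arrays held RNA from 3 primary tumour (T), 3 lung (L) and 4 brain (B) sublines of 4T1, a mouse mammary carcinoma cell line, with 1 array per subline. The paper describes the sublines as independently isolated, and each subline was taken as 1 replicate. According to the methods, the authors read the arrays with GenomeStudio, removed probes that were not detected, and applied a variance-stabilizing transformation and robust spline normalization with lumi. The values given here start from the deposited intensities before these steps. They were background-corrected and quantile-normalized with the neqc function of limma at an offset of 16, which gives values on the log2 scale. A probe counted as detected on an array at a detection p of 0.01 or less, and 17550 probes were detected on at least 1 array. Between 14218 and 14635 probes (median 14436) were detected on the T arrays, between 14764 and 14938 (median 14842) on the L arrays, and between 14796 and 15563 (median 14915) on the B arrays. Each of the 9486 genes with a detected probe was represented by the probe with the largest interquartile range over the 10 arrays, as in the methods. Each pair of groups was compared with the moderated test of limma, two-sided, on the arrays of these 2 groups alone. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05, and differences and their standard errors (SE) are on the log2 scale unless a fold is given. Where a gene was not detected on any array of 1 group, its fold is a lower bound against the dimmest detected probe of those arrays, written as at least. The number of arrays limits the precision of each value.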

Using this approach, tumour cells were detected in the brains of ~ 25% of the mice, an incidence that is lower than with intracardiac inoculation but which represents a model in which cells have followed the full metastatic cascade. Unsupervised hierarchical clustering of independent 4T1 sublines isolated from primary tumours (*n* = 3), lungs (*n* = 3), and brains (*n* = 4) revealed a separation of the brain-derived sublines from the lung and primary tumour cultures (Fig. 1a). Similarly, two-sample *t* tests of 4T1 sublines (Fig. 1b) identified differentially expressed genes (*p* < 0.001) as follows: 162 genes differentially expressed between lung and primary tumour sublines (122 upregulated in L, 40 downregulated in L), 536 genes differentially expressed between brain and lung sublines (248 upregulated in B, 288 downregulated in B), and 786 genes differentially expressed between brain and primary tumour sublines (379 upregulated in B, 407 downregulated in B). 

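The L sublines resembled each other most, with a mean Euclidean distance of 44.65 ± 0.525 (SD, 3 pairs of arrays) over the detected probes. The T sublines lay 49.89 ± 2.67 (SD, 3 pairs) from each other, and the B sublines 74.04 ± 10.2 (SD, 6 pairs). The B sublines lay 82.93 ± 11.1 (SD, 12 pairs) from the L sublines and 90.35 ± 12.4 (SD, 12 pairs) from the T sublines. The mean distance between B and the other arrays exceeded the mean distance within these 2 sets by 28.08 (exact permutation test, one-sided, p = 0.00476, the smallest p that the 210 choices of 4 arrays among 10 allow). Along the first principal component, which held 44.2% of the variance, the B sublines lay between 24.3 and 63.3 and the T and L sublines between -37 and -14.2. In hierarchical clustering with average linkage, the L sublines joined T2 and T3 at a height of 51.26 and T1 at 59.42, so that the T and L sublines formed 1 branch. B1 and B4 joined at 60.99, followed by B2 at 68.33, and these 3 sublines met the T and L branch at 81.01. B3 joined last, at 96.42, so that the 4 B sublines did not share a branch without the others. All 4 shared such a branch on the processed values of the authors, without background correction, with median scaling, with complete linkage and without L replicate 3, and the remaining 3 did so without B replicate 2 or without B replicate 3.

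**Figure D1:**
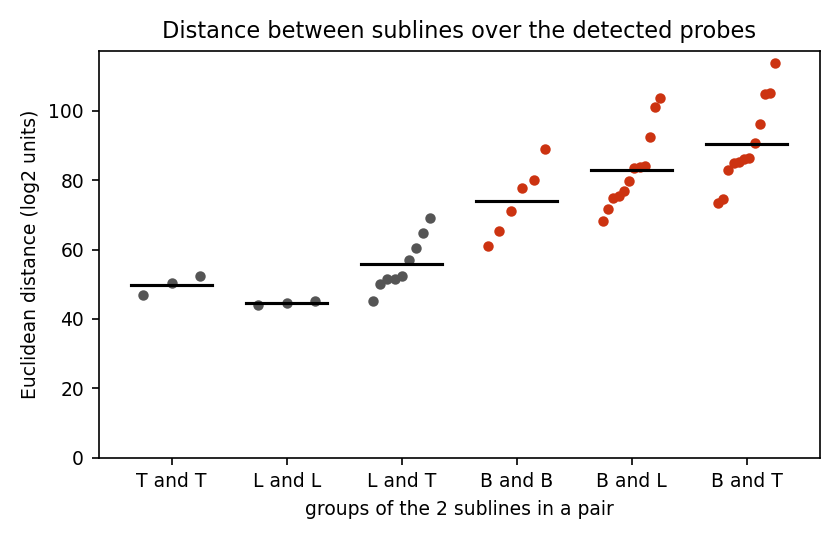
Euclidean distance on the log2 scale between the arrays of each pair of sublines (points) by the groups of the pair, with the mean as a line. Pairs of T and L sublines lie between 45.08 and 69.09, and pairs that hold a B and another subline between 68.22 and 113.8.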

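Krt14, which encodes the basal keratin 14, was 26.8-fold lower in B than in T sublines, with log2 values of 6.15 ± 1.39 (SD, n = 4) and 10.89 ± 0.77 (SD, n = 3; adjusted p = 0.0041 from limma). Mgp, an extracellular matrix protein that inhibits calcification, was 21.2-fold higher in B, with log2 values of 11.65 ± 1.59 (SD, n = 4) against 7.24 ± 0.98 (SD, n = 3; adjusted p = 0.00951 from limma). Cp, which encodes the copper-binding ferroxidase ceruloplasmin, rose by 4.21 (SE 0.49, adjusted p = 0.0025), and Slpi, a secreted inhibitor of leukocyte proteases, rose by 3.91 (SE 0.70, adjusted p = 0.00973). A pair of enzymes of purine metabolism also rose, Xdh by 3.45 (SE 0.36, adjusted p = 0.00232) and Adssl1 by 3.21 (SE 0.54, adjusted p = 0.00813). Moxd1, a relative of dopamine beta-hydroxylase, was not detected on the 4 B arrays and was at least 9.90-fold lower than in T (adjusted p = 0.00123). Wnt7a, a secreted Wnt ligand, fell by 3.79 (SE 0.64, adjusted p = 0.008), and S100a7a, a calcium-binding protein, fell by 3.81 (SE 0.41, adjusted p = 0.00236). Fgfbp1, which carries fibroblast growth factors, fell by 3.51 (SE 0.49, adjusted p = 0.00374). The proliferin genes Prl2c2, Prl2c3 and Prl2c4, which are close relatives of each other in the prolactin family, had differences of -2.98, -3.41 and -3.11. In all, 1348 of 9352 genes differed between B and T at an adjusted p under 0.05, 703 higher and 645 lower in B. Between B and L, 766 of 9423 genes differed, 365 higher and 401 lower in B. At an unadjusted p under 0.001, 549 genes differed between B and T (309 higher, 240 lower in B) and 366 between B and L (174 higher, 192 lower in B). The adjusted count against T was 335, 571 and 448 without T replicate 1, 2 or 3 and 710 without B replicate 1, and that against L was 167, 130 and 233 without L replicate 1, 2 or 3 and 367 without B replicate 1. The counts at an unadjusted p under 0.001 were then 237, 286, 260 and 305 against T and 178, 155 and 210 without L replicate 1, 2 or 3 against L.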

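Part of the genes of the lysosome, the compartment in which the cell degrades macromolecules, rose in the B sublines. Of 43 measured members, 21 were higher in B than in T and 22 did not pass the test of limma (28 higher when adjusted over the list alone), with a median difference of 0.66. Grn, the precursor of the granulins, rose by 1.54 (SE 0.22, adjusted p = 0.00388), Ctns, which exports cystine from lysosomes, by 1.53 (SE 0.25, adjusted p = 0.0075), and the lysosomal cation channel Tpcn1 by 1.48 (SE 0.19, adjusted p = 0.003; 0.50 and 0.88 on its other probes). Against L, the cathepsins Ctsl and Ctsh rose by 1.43 (SE 0.21, adjusted p = 0.00591) and 1.34 (SE 0.19, adjusted p = 0.00477). Of 39 genes of ribosome biogenesis, which make and process ribosomal RNA, 24 were lower in B than in T and 15 did not pass the test (33 lower when adjusted over the list alone). Their median difference was -0.85, and -0.83 with such genes at their bound where a gene was not detected in 1 group. Rrp12 fell by 1.71 (SE 0.28, adjusted p = 0.00722), Rrp1b by 1.52 (SE 0.17, adjusted p = 0.00236) and Bop1 by 1.41 (SE 0.22, adjusted p = 0.00553). Of 32 genes of amino acid synthesis and of the ATF4 response, which cells switch on when amino acids are scarce, 13 were lower in B than in L and 19 did not pass the test (15 lower when adjusted over the list alone), with a median of -0.72. In B against T the median of this list was -0.47 (camera's adjusted p = 0.00104, and adjusted p = 0.467 with an estimated correlation). In L against T it was 0.32, or 0.30 with such genes at their bound (adjusted p = 4.69e-05, and adjusted p = 0.467 with an estimated correlation). Against L, Asns, which makes asparagine, fell by 1.75 (SE 0.20, adjusted p = 0.00248). Of 34 genes of the cell cycle, 0 passed the test of limma between B and T, and 0 by the random variance model of the methods, with 3 higher and 3 lower in B at an unadjusted p under 0.05 (0 when adjusted over the list alone). Their median was -0.17, and -0.15 with such genes at their bound. With camera at its preset correlation of 0.01, the adjusted p was 1.79e-11 for the lysosome, 6.06e-15 for ribosome biogenesis and 0.262 for the cell cycle in B against T, and 1.01e-09 for the ATF4 response in B against L. For each of these lists but the cell cycle it was adjusted p = 0.308 with an estimated correlation. The lysosome list holds 4 genes labelled in Figure S2 (Ctsh, Gpnmb, Grn and Tpcn1) and is to that extent not independent of these arrays. All the gene lists were written with the gene names of Fig. 1c already seen, and their overlap with it was not counted. The p-values of the other lists are therefore not independent of these arrays either. Markers of macrophages, cells rich in lysosomes, were measured for 4 of 19 genes and had a median of -0.86 in B against T, or -0.09 with such genes at their bound. The count of lysosome genes was 8, 13 and 11 without T replicate 1, 2 or 3, that of ribosome biogenesis 10 without T replicate 1 and 15 without T replicate 2, and that of the ATF4 response 1, 3 and 4 without L replicate 1, 2 or 3.

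**Figure D2:**
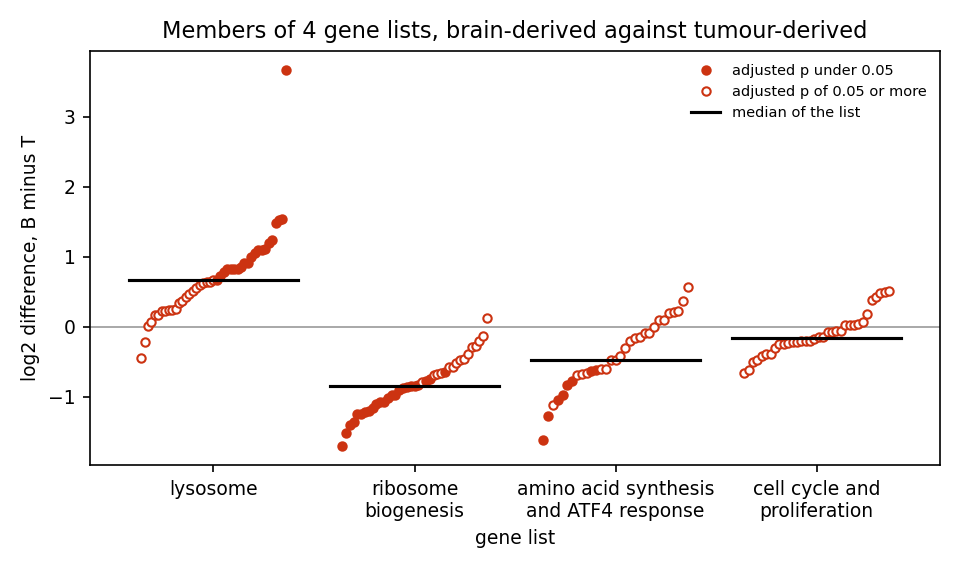
Difference between the B and T means of each measured gene (points, log2 scale) in 4 gene lists, filled where the adjusted p is under 0.05, with the median of each list as a line. The 24 ribosome biogenesis genes that passed the test lie below 0 and the 21 lysosome genes that did lie above 0.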

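P2ry6, a receptor for extracellular uridine nucleotides, showed the largest difference between L and T sublines among genes that passed the test. Its log2 value was 8.50 ± 0.72 (SD, n = 3) in L, it was not detected in T, and it was at least 6.31-fold higher in L (adjusted p = 0.0116 from limma). Csn3, which encodes the milk protein kappa-casein, had log2 values of 9.26 ± 0.05 (SD, n = 3) in L and 7.11 ± 0.47 (SD, n = 3) in T, a rise of 2.15 (SE 0.22, adjusted p = 0.0116). Tgm2, a transglutaminase that crosslinks proteins, rose by 2.14 (SE 0.22, adjusted p = 0.0116), and the gelatinase Mmp9 rose by 1.98 (SE 0.30, adjusted p = 0.0311). In all, 45 of 8974 genes differed between L and T at an adjusted p under 0.05, 42 higher and 3 lower in L, and 110 at an unadjusted p under 0.001 (90 higher, 20 lower). The count of 45 was 0 by limma without the filter on dim probes (2049 genes at an unadjusted p under 0.05), 0 with all 10 arrays in 1 model (872 genes) and 169 without background correction. The 3 lower genes were Exog, a mitochondrial nuclease (-1.17, SE 0.18, adjusted p = 0.0314), Gsta1, a glutathione transferase (-1.05, SE 0.15, adjusted p = 0.0272), and Slc45a3, a solute carrier (-1.01, SE 0.16, adjusted p = 0.0316). On the processed values of the authors these 3 did not pass, with smaller differences of -0.38, -0.35 and -0.36 (adjusted p = 0.0847, 0.0953 and 0.0889). With the probe of the highest mean Exog did not pass either (-0.25, adjusted p = 0.57). Over the detected probes, the L sublines lay 55.77 ± 7.73 (SD, 9 pairs) from the T sublines. The mean of the distances from B to T and from B to L was larger by 30.87 (exact permutation test, one-sided, p = 0.00476, where the smallest p possible is 0.000238). The 20 of 4200 assignments with a difference as large were those that kept the B arrays together. This p thus restates that B lay apart and does not bear on how T and L are divided. The count of 45 genes was 11, 129 and 9 without T replicate 1, 2 or 3 and 0, 27 and 1 without L replicate 1, 2 or 3, and the count of 110 genes was 65 without T replicate 1, 45 without L replicate 1 and 66 without L replicate 3. Without L replicate 1, 904 genes had an unadjusted p under 0.05 and the lowest adjusted p was 0.064, and without L replicate 3 that of Csn3 and Tgm2 was 0.0603. The adjusted p of Mmp9, Exog, Gsta1 and Slc45a3 was 0.0549 to 0.15 without T replicate 1 or 3 or L replicate 1 or 3, and that of Mmp9, Gsta1 and Slc45a3 was 0.0598 to 0.0651 without L replicate 2.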

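Few of the genes that cells express in response to interferon passed the test between L and T sublines. Of 26 interferon-stimulated genes, the guanylate-binding proteins Gbp2 and Gbp3 rose, by 2.01 (SE 0.31, adjusted p = 0.0314 from limma, n = 3 and 3) and 1.29 (SE 0.18, adjusted p = 0.021), and 24 did not pass the test. The antiviral enzyme Rsad2 had a difference of 2.50 (SE 0.49, adjusted p = 0.0637), and passed under 7 of 18 alternatives (0.00632 to 0.26 over all). Adjusted over the list alone, 12 interferon-stimulated genes were higher in L, and the median difference was 0.68, or 0.62 with such genes at their bound. Of 22 genes of antigen processing and MHC class I, 0 passed the test of limma and 0 by the random variance model of the methods. At an unadjusted p under 0.05, 11 of them were higher in L (8 when adjusted over the list alone), with a median of 0.48, or 0.44 with such genes at their bound. Of 26 inflammatory chemokines and NF-kappaB targets, 0 passed by either test, 9 were higher and 1 lower in L at an unadjusted p under 0.05 (4 higher and 1 lower when adjusted over the list alone), and the median was 0.36. The largest difference among these genes was that of Lcn2, which binds bacterial iron carriers, at 4.28 (SE 0.99, adjusted p = 0.0975), which passed under 5 of 18 alternatives (0.00703 to 0.329 over all). Of 22 matrix proteases and their inhibitors, Mmp9 rose and 21 did not pass the test (7 higher and 2 lower when adjusted over the list alone), with a median of 0.46, or 0.27 with such genes at their bound. Camera gave an adjusted p of 2.9e-10 for the interferon-stimulated genes, 1.29e-08 for antigen processing, 0.000212 for the chemokine list and 0.000289 for the proteases, and for each of these lists adjusted p = 0.308 with an estimated correlation. The 4 measured macrophage markers had a median of 0.87 in L against T (adjusted p = 0.0391 with the preset and adjusted p = 0.573 with an estimated correlation). On the processed values of the authors, without background correction, with an offset of 50 and with median scaling, 3, 5, 5 and 3 interferon-stimulated genes rose. In the first 3 of these, so did 1, 5 and 5 genes of antigen processing, 1, 3 and 3 of the chemokine list and 1, 4 and 4 of the proteases. Without the filter on dim probes or with all 10 arrays in 1 model, no gene of these 4 lists passed, and with the probe of the highest mean 1 interferon-stimulated gene rose. The count of interferon-stimulated genes that rose was 0, 8 and 0 without T replicate 1, 2 or 3 and 0, 1 and 0 without L replicate 1, 2 or 3. Without T replicate 2, 4 genes of antigen processing and 1 of the chemokine list rose, and the adjusted p of Gbp2 was 0.0784 to 0.15 without any other replicate. That of Gbp3 was 0.0645 to 0.114 without T replicate 1 or 3 or L replicate 1 or 3.

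**Figure D3:**
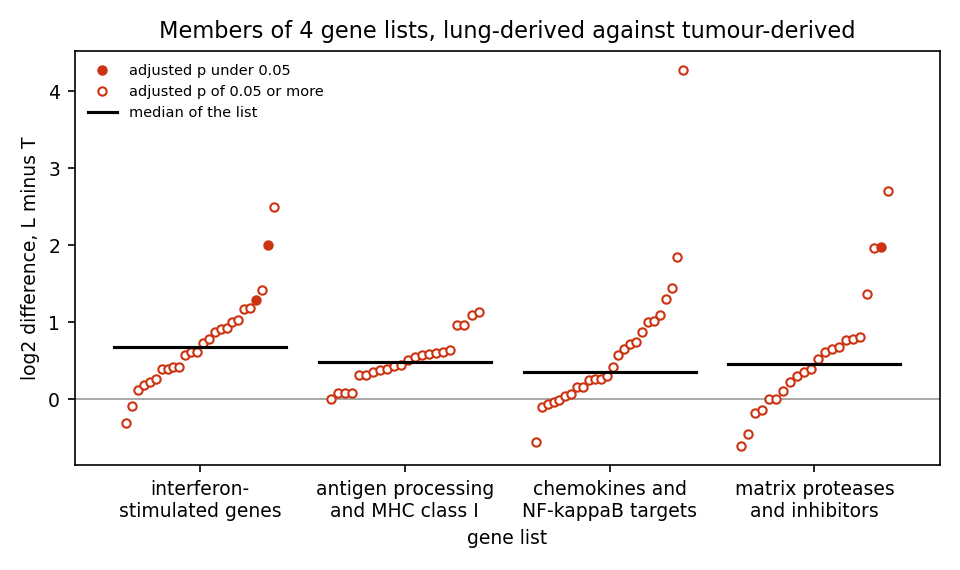
Difference between the L and T means of each measured gene (points, log2 scale) in 4 gene lists, filled where the adjusted p is under 0.05, with the median of each list as a line. The medians lie above 0 in all 4 lists, from 0.36 to 0.68.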

Overall, the tests revealed a closer relationship between the primary tumour and lung sublines than between the brain sublines and either the tumour or lung sublines. 

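Acta2, the smooth muscle actin of myoepithelial cells, was not detected on the B arrays and was at least 10.4-fold lower than in L, where its log2 value was 9.06 ± 0.93 (SD, n = 3; adjusted p = 0.000365 from limma). Krt14 was 32.9-fold lower in B than in L (11.19 ± 0.38 in L, SD, n = 3; adjusted p = 0.00312 from limma), and Krt17, another basal keratin, fell by 3.77 (SE 0.41, adjusted p = 0.00215). Itgb6, the beta subunit of an epithelial integrin that activates TGF-beta, was at least 5.28-fold lower in B (adjusted p = 4.1e-05). In the other direction, Nptx1, a neuronal pentraxin detected on 1 of 3 L arrays, rose by 3.33 (SE 0.44, adjusted p = 0.00381). Its difference was 1.83 to 3.69 over the alternatives. Hs3st1, which sulfates heparan sulfate, rose by 3.24 (SE 0.38, adjusted p = 0.00268). Galnt15, which starts mucin-type glycosylation, was at least 4.63-fold higher in B than in L (adjusted p = 0.00612), and the methyltransferase Inmt at least 3.47-fold (adjusted p = 0.000947), though its other probe did not pass (0.82, adjusted p = 0.193 over all probes). Of 10 measured basal and myoepithelial markers, 6 were lower in B than in L and 1, the integrin subunit Itgb4, was higher (the same counts when adjusted over the list alone). Their median was -2.26, or -1.61 with such genes at their bound, with an adjusted p of 0.000869 from camera and adjusted p = 0.308 with an estimated correlation. Of 19 luminal markers and junction genes, 5 were lower, Gata3 and Esr1 were higher and 12 did not pass the test (8 lower and 2 higher when adjusted over the list alone), with a median of -0.96, or -0.91 with such genes at their bound. Rab25, a regulator of apical recycling in epithelia, fell by 2.65 (SE 0.48, adjusted p = 0.0139; 0.0614 without L replicate 2 and 0.0607 without L replicate 3). Camera gave an adjusted p of 0.0067 for this list (adjusted p = 0.308 with an estimated correlation). Of 17 mesenchymal genes, 4 were higher and 1, Mmp2, was lower (5 higher and 1 lower when adjusted over the list alone), with a median of 0.5, or 0.43 with such genes at their bound, and an adjusted p of 0.00774 from camera (adjusted p = 0.386 with an estimated correlation). The anthrax toxin receptor Antxr1, which binds collagen, rose by 1.34 (SE 0.23, adjusted p = 0.012; 0.0584 without L replicate 1 and 0.0694 without L replicate 2). Without L replicate 1, 2 or 3, the count of lower luminal genes was 1, 0 and 1, and that of higher mesenchymal genes 1, 1 and 4; without B replicate 1 these counts were 3 and 2, and without B replicate 2 the former was 3. Itgb4 did not pass without L replicate 1 or 2, and Mmp2 did not pass without L replicate 1, 2 or 3 or B replicate 1 or 2.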

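Among inflammatory chemokines and NF-kappaB targets, more genes were lower than higher in B against L. Of 26 measured genes, 11 were lower in B, Cx3cl1 and Tlr4 were higher, and 13 did not pass the test (14 lower and 2 higher when adjusted over the list alone), with a median of -0.87, or -0.78 with such genes at their bound. Ccl2, which attracts monocytes, was not detected in B and was at least 5.86-fold lower than in L (adjusted p = 0.000198 from limma). Cxcl16 fell by 2.32 (SE 0.42, adjusted p = 0.0139; 0.0711 without L replicate 1 and 0.0804 without L replicate 2). Camera gave an adjusted p of 2.1e-07 for the list (adjusted p = 0.103 with an estimated correlation). Of the 4 measured macrophage markers, Laptm5, Lyz1 and Lyz2 were also lower in B than in L, and the median was -1.73, or -0.8 with such genes at their bound. Lyz1 was at least 6.48-fold lower (adjusted p = 0.000198). The marker list had an adjusted p of 0.000147 from camera (adjusted p = 0.291 with an estimated correlation). At least 2-fold and at an unadjusted p under 0.001, 401 genes differed between B and T (240 higher, 161 lower in B), 257 between B and L (117 higher, 140 lower in B) and 65 between L and T (60 higher, 5 lower in L). Together these are 536 genes, of which 218 met the criterion in B against T alone, 95 in B against L alone, 39 in L against T alone and 158 in both comparisons of B. In 112 of the 536 genes, 1 of the 2 groups compared was below detection. The count was 344 without background correction and 186 on the processed values of the authors, against 536. Without L replicate 1 or 2, the count of lower genes was 3 or 4 for the chemokine list.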

A heat map displaying the 186 highly significantly expressed genes (absolute fold change ≥ 2.0, *p* < 0.001) between L and T, between B and L, or between B and T is provided in Fig. 1c, with a higher power image showing all differentially expressed gene names in Additional file 1 (Figure S1).

**Fig. 1:**
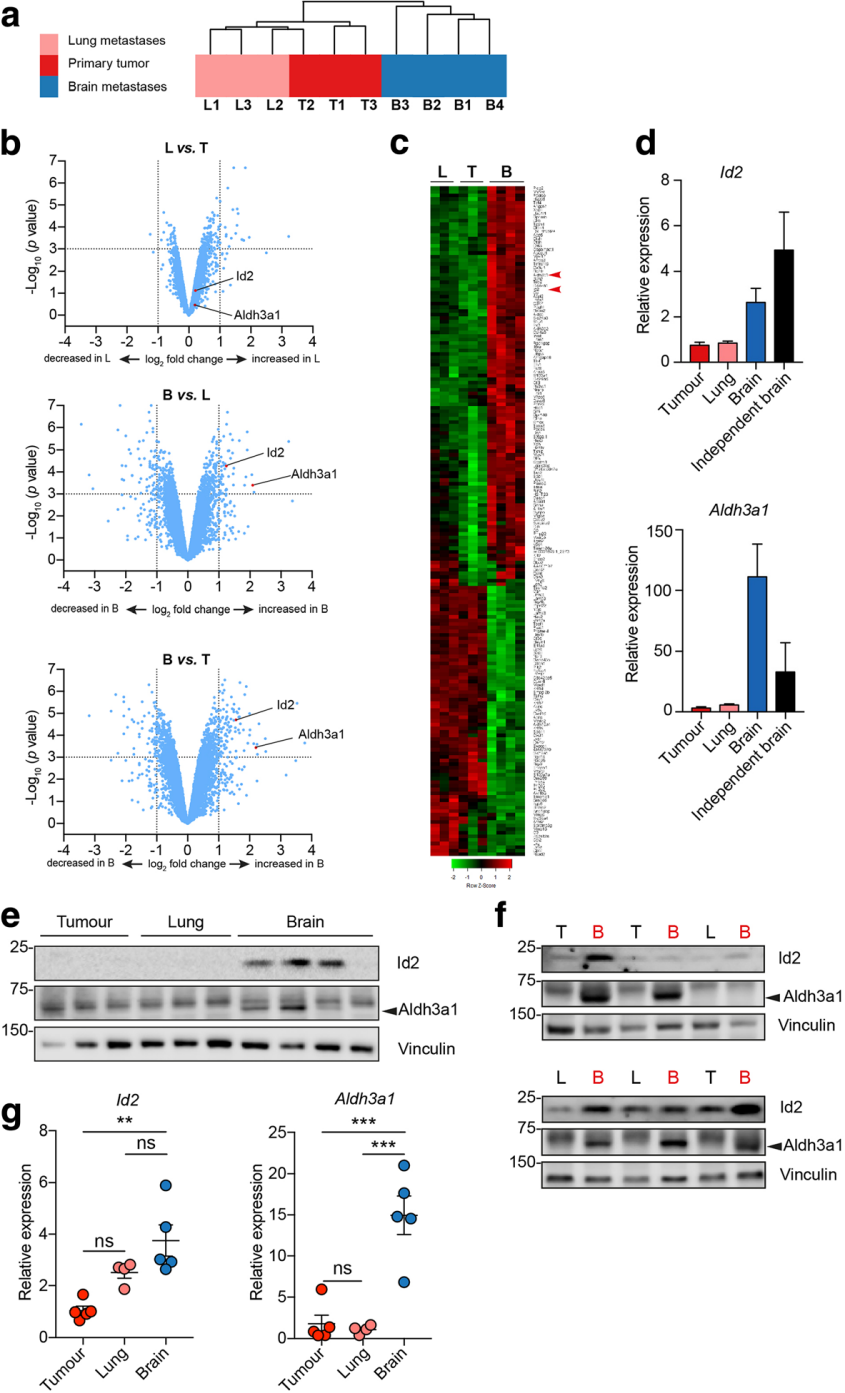
Gene expression profiling of 4T1 sublines from primary and metastatic sites. 4T1-Luc sublines independently isolated from primary tumours (T1–T3), lungs (L1–L3), or brains (B1–B4) were subject to gene expression profiling. **a** Unsupervised hierarchical clustering (Euclidean distance, average linkage) estimating the relation of the independent 4T1 sublines based on 17,550 probes. **b** Volcano plots showing differentially expressed genes (*p* < 0.001) between L vs. T, B vs. L, and B vs. T. *X* axes, gene expression shown on Log_2_^(fold-change)^ scale; *Y*-axes, significance shown on –Log_10_^(*p* value)^ scale. **c** Heat map (Pearson, ward.D2) of 186 genes (with official mouse gene symbol) differentially expressed between B and T, between B and L, or between L and T sublines with an absolute fold change ≥ 2.0, *p* < 0.001. Sublines are in the same order as in Fig. 1a. Arrowheads indicate *Id2* and *Aldh3a1*. See Additional file 1 (Figure S1) for a higher power image including gene names. **d** RT-qPCR analysis of *Id2* and *Aldh3a1* expression in sublines used in a, plus five or six independently isolated brain metastasis sublines. **e,f** Immunoblotting of (**e**) sublines used in a or (**f**) independently isolated 4T1-Luc T, L, and B sublines. Molecular size makers are in kDa. Arrows indicates the lower migrating Aldh3a1 protein. **g** 4T1-Luc-RFP cells were isolated from primary tumours, lungs, and brains of BALB/c mice inoculated subcutaneously, intravenously, or intracranially, respectively. Expression of *Id2* and *Aldh3a1* was analysed by RT-qPCR, *n* = 5 mice per group. Mean ± SEM. **p < 0.01, ***p < 0.001, one-way ANOVA. ns not significant

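Higher in the B sublines than in both other groups were genes of several kinds. Mgp was 18.2-fold higher in B than in L (adjusted p = 0.0158 from limma), where its log2 value was 7.46 ± 1.06 (SD, n = 3). Its adjusted p was 0.0769 without L replicate 1, 0.0893 without L replicate 2 and 0.0572 without the filter on dim probes. Irx3, a homeobox transcription factor, rose by 3.02 (SE 0.38, adjusted p = 0.00263) against T and by 2.69 (SE 0.36, adjusted p = 0.00408) against L. Hs3st1 rose by 2.95 (SE 0.41, adjusted p = 0.00386) against T. Notum, which inactivates Wnt proteins, was not detected in T or L and was at least 2.18-fold higher in B than in T (adjusted p = 0.00305) and at least 2.36-fold higher than in L (adjusted p = 0.00408). Inmt was at least 3.20-fold higher in B than in T (adjusted p = 0.00232), though its other probe did not pass (0.85, adjusted p = 0.141 over all probes). In all, 86 genes were at least 2-fold higher at an unadjusted p under 0.001 in B against T and in B against L, and did not differ in this way between L and T. In 15 of them, T or L was below detection. The mirrored criterion, lower in B than in both other groups, was met by 72 genes. Before the comparison of L with T is considered, 89 genes were higher in both comparisons of B, where lists of 240 and 117 genes drawn independently would share 3.02. Because the B arrays enter both comparisons, the same count was taken in 100 simulated sets without group differences, where it averaged 0.07 with a highest of 1. Without group differences few genes can pass in either comparison. These sets therefore cannot show how much of the count comes from the shared arrays. The count was also taken with 2 of the B arrays compared with T and the other 2 with L. It was then 50 to 56 over the 6 ways to divide them, against 2.98 to 4.24 for independent lists. The count of 86 genes was 36 on the processed values of the authors, all of them among the 86, and 46 without L replicate 2.

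**Figure D4:**
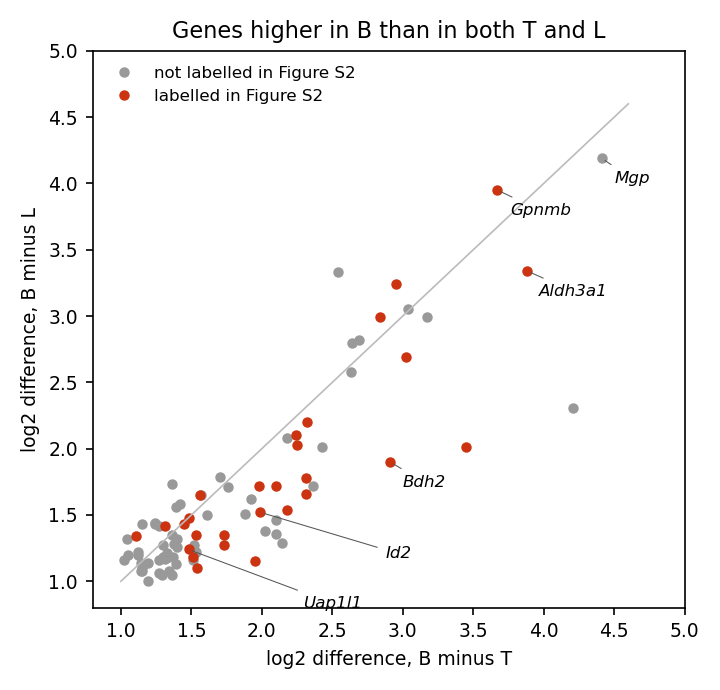
Difference between B and T (horizontal axis) and between B and L (vertical axis) on the log2 scale for the 86 genes higher in B than in both, with genes labelled in Figure S2 in red and a grey line where the differences are equal. Mgp lies farthest from 0 on both axes among these genes.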

A shortlist of potential enhancers of brain metastasis was generated by identifying upregulated genes (absolute fold change ≥ 2.0, *p* < 0.001) in B versus T and B versus L, but not between L and T (*n* = 29 genes; Additional file 1: Figure S2). Of these, five genes (*Aldh3a1*, *Bdh2*, *Gpnmb*, *Id2*, and *Uap1l1*) were selected for further validation based on a combination of literature searching and ingenuity pathways analysis. 

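All 5 selected genes were higher in the B than in the T and L sublines. Id2, which encodes an inhibitor of basic helix-loop-helix transcription factors, had log2 values of 7.83 ± 0.37 (SD, n = 3) in T, 8.29 ± 0.05 (SD, n = 3) in L and 9.82 ± 0.37 (SD, n = 4) in B. It was 3.96-fold higher in B than in T (log2 SE 0.25, adjusted p = 0.00268 from limma) and 2.87-fold higher than in L (log2 SE 0.21, adjusted p = 0.00477). Aldh3a1, an aldehyde dehydrogenase, had log2 values of 5.78 ± 0.72 (SD, n = 3) in T, where 2 of 3 arrays detected it, 6.32 ± 0.35 (SD, n = 3) in L and 9.65 ± 0.96 (SD, n = 4) in B. This is 14.7-fold above T (log2 SE 0.51, adjusted p = 0.00305) and 10.1-fold above L (log2 SE 0.45, adjusted p = 0.00408). Gpnmb, a transmembrane glycoprotein of lysosomes and melanosomes, had log2 values of 6.21 ± 0.70 (SD, n = 3) in T and 5.93 ± 0.27 (SD, n = 3) in L, where 2 of 3 arrays each detected it, and 9.88 ± 0.79 (SD, n = 4) in B, and was 12.7-fold higher than in T (log2 SE 0.44, adjusted p = 0.00261) and 15.5-fold higher than in L (log2 SE 0.38, adjusted p = 0.00103). Bdh2, a dehydrogenase of hydroxybutyrate, had log2 values of 6.97 ± 0.50 (SD, n = 3) in T, 7.98 ± 0.12 (SD, n = 3) in L and 9.88 ± 0.65 (SD, n = 4) in B. Its rise was 7.53-fold against T (log2 SE 0.36, adjusted p = 0.00263) and 3.74-fold against L (log2 SE 0.31, adjusted p = 0.0107), where it did not pass without L replicate 2 (adjusted p = 0.0617). Uap1l1, a relative of the enzyme that makes UDP-N-acetylglucosamine, had log2 values of 10.83 ± 0.35 (SD, n = 3) in T, 11.07 ± 0.15 (SD, n = 3) in L and 12.31 ± 0.13 (SD, n = 4) in B, which is 2.79-fold above T (log2 SE 0.20, adjusted p = 0.00305) and 2.37-fold above L (log2 SE 0.16, adjusted p = 0.00335). For each of the 5 genes, all 4 B arrays lay above all T and all L arrays. The study chose these genes on the same arrays, so their higher level in B is not independent evidence. Between L and T, the differences were 0.46 for Id2 (adjusted p = 0.304), 0.54 for Aldh3a1 (adjusted p = 0.478), 1.01 for Bdh2 (adjusted p = 0.0987, under 0.05 in 3 of 18 alternatives), -0.29 for Gpnmb (adjusted p = 0.712) and 0.24 for Uap1l1 (adjusted p = 0.614). Further probes of Id2 gave differences of 1.67 and 1.53 between B and T. Those of Gpnmb gave 2.21, 3.62 and 3.76 against T and 2.04, 3.29 and 3.12 against L. The Gpnmb probe with 3.62 against T was detected on all 10 arrays, at 9.09 to 10.2 in T and 9.66 to 10.42 in L. The probes with 2.21 and 3.76 were detected on 4 arrays each. From the higher level in B than in both T and L, the paper proposes such genes as potential enhancers of brain metastasis, and it states that it selected these 5 by literature searching and ingenuity pathways analysis.

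**Figure D5:**
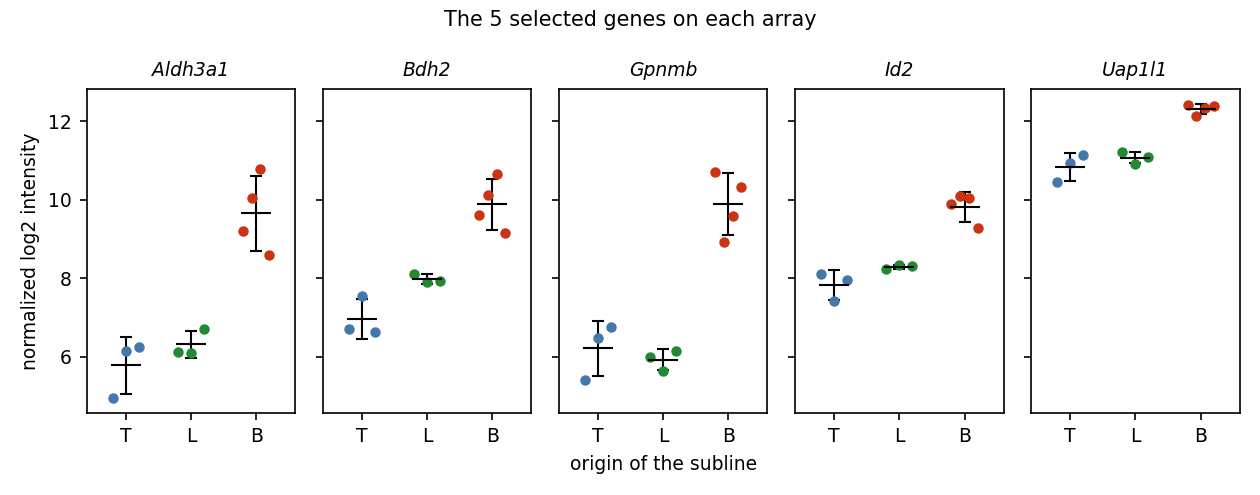
Normalized log2 intensity of the 5 selected genes on each array (points) by origin of the subline (T, L, B), with the group mean and SD. Every B array lies above every T and L array for each gene.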

RT-qPCR was performed using RNA isolated from the profiled sublines (B1–B4, L1–L3, T1–T3) plus from five or six independently isolated brain metastasis sublines. *Id2* and *Aldh3a1* were consistently upregulated in the independent brain-derived sublines compared with both the primary tumour and lung-derived sublines (Fig. 1d). Moreover, elevated Id2 and Aldh3a1 protein levels were detected by immunoblotting in the original brain-derived sublines (Fig. 1e) as well as in the independent sublines isolated from the brains of tumour-bearing mice (Fig. 1f).

Finally, to confirm that the expression of *Id2* and *Aldh3a1* is upregulated in tumour cells colonising the brain in-vivo, 4T1 tumour cells were freshly isolated from the brains, lungs, and primary tumours and immediately analysed by RT-qPCR. Consistent with our previous findings (Fig. 1b), both *Id2* and *Aldh3a1* were significantly upregulated in tumour cells isolated from the brain compared with the primary tumour, with a higher expression of these genes in the brain-derived cells compared with those isolated from the lungs (Fig. 1g).

ID2 (inhibitor of differentiation 2 or inhibitor of DNA binding 2) is a helix-loop-helix (HLH)-containing protein that lacks a DNA-binding domain and is one of the four members of the ID family (ID1–ID4). Id proteins dimerise with E protein, Pax, and Ets transcription factors, preventing the formation of DNA-binding transcription complexes [17]. Via their role in inhibiting differentiation and promoting ‘stemness’ and cell proliferation, ID proteins have been implicated in tumour progression in a variety of cancers [18]. ALDH3A1 (aldehyde dehydrogenase 3A1) belongs to the ALDH superfamily consisting of 19 members. In addition to their role in converting both cytotoxic endogenous and exogenous aldehydes to their corresponding carboxylic acids in an NAD(P)^+^- dependent manner [19], ALDH activity is a commonly used marker for identifying cancer cell populations with increased stem or stem-like properties [20, 21]. Although the majority of these studies have focussed on ALDH1A1, ALDH3A1 has been reported to be upregulated in prostate cancer stem cells and in metastatic lesions compared with primary tumours [22] as well as being required for stem cell maintenance and resistance to cytotoxic drugs [23, 24].

### Elevated *Id2* and *Aldh3a1* expression promotes tumour cell colonisation in the brain

To assess whether Id2 and/or Aldh3a1 play a role in promoting the growth of tumour cells in the brain, 4T1-Luc cells were transduced with lentiviruses containing non-targeting control shRNA (shNTC) or shRNAs targeting *Id2* (shId2) or *Aldh3a1* (shAldh3a1) (Fig. 2a) and inoculated intracranially into BALB/c mice. Ex-vivo IVIS imaging of the brains post-mortem revealed a significant reduction in tumour burden in both the shId2 and shAldh3a1 groups (Fig. 2b). This finding was confirmed by histological examination of brain sections (Fig. 2c). Although these data indicate that *Id2* and *Aldh3a1* expression is required for efficient tumour growth in the brain, they do not address whether these genes play a role in promoting brain colonisation of tumour cells from the circulation. Due to the lack of mouse models with which to reproducibly monitor spontaneous breast cancer metastasis, we ectopically expressed *Id2* or *Aldh3a1* in mouse 4T1-Luc cells and in the human breast cancer cell line, MDA-MB-231-Luc (Fig. 3a), and performed intracardiac inoculation of the manipulated cells into BALB/c and NSG mice, respectively. For the 4T1-Luc cells, ectopic expression of *Aldh3a1* resulted in a significant increase in tumour cell colonisation of the brain as monitored by ex-vivo IVIS imaging. Increased *Id2* expression also increased brain colonisation but this did not reach significance (Fig. 3b). However, examination of brain sections revealed that, compared with the control cells, cells with either ectopic *Id2* or *Aldh3a1* expression were better spread into the perivascular space of the brain parenchyma (Fig. 3b, right panels). Consistent with the gene expression profiling (Fig. 1), ectopic expression of either *Id2* or *Aldh3a1* had no impact on the level of tumour burden in the lung (Fig. 3c, left panel) but significantly increased tumour burden in the brain (Fig. 3c, middle and right panels). Finally, we examined the distribution of tumour cells in the brain by co-staining sections with the endothelial markers endomucin and CD31, and an antibody against human lamin A/C to detect the MDA-MB-231-Luc cells. As has been previously reported [25–28], the majority of tumour cells had extravasated into the brain parenchyma and were growing in the perivascular space (Fig. 3d).

**Fig. 2:**
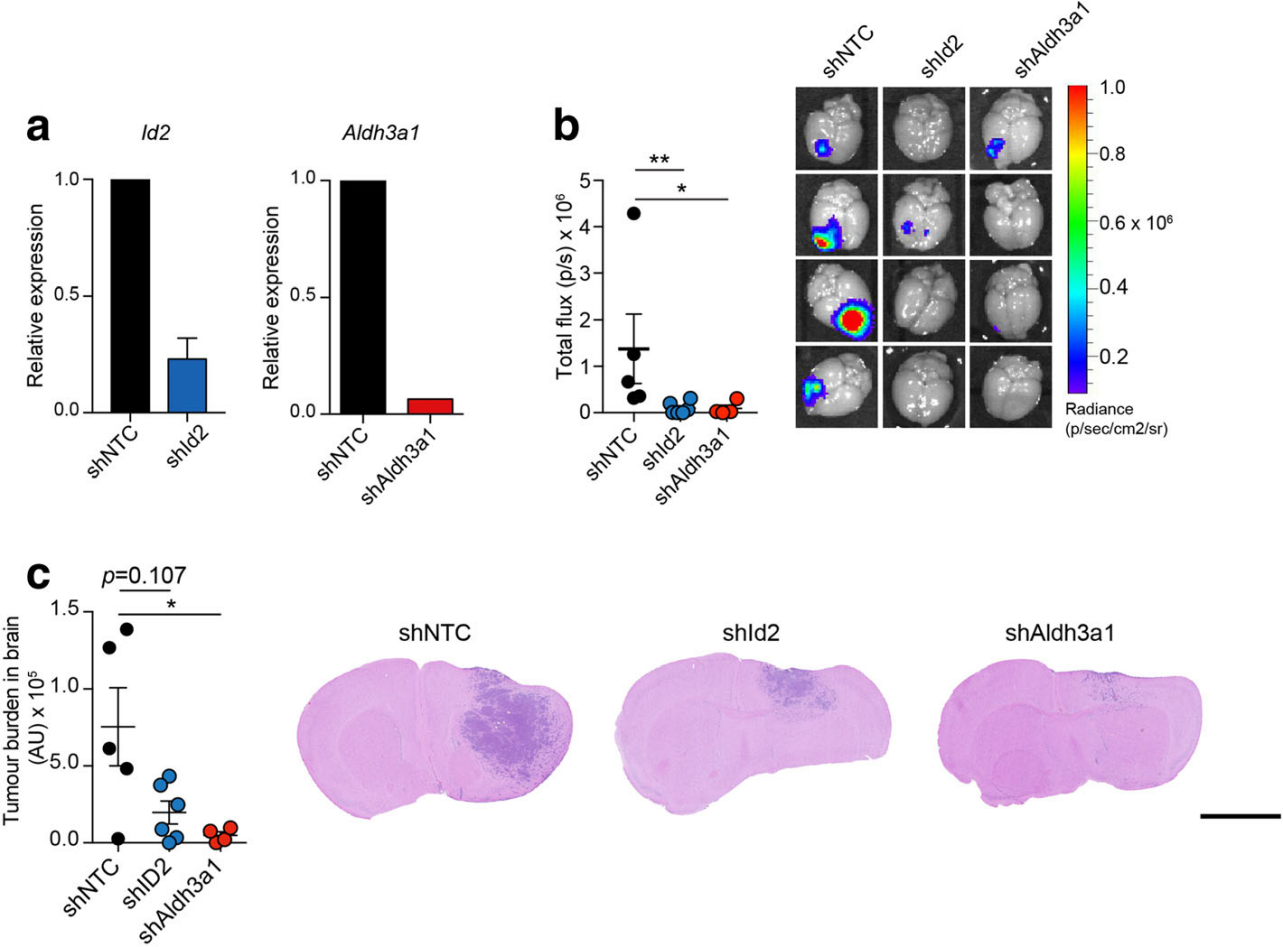
Downregulation of *Id2* or *Aldh3a1* expression impairs tumour growth in the brain. **a** RT-qPCR analysis of *Id2* (left panel) and *Aldh3a1* (right panel) expression in 4T1-Luc cells transduced with lentiviral non-targeting control (shNTC) small hairpin RNA (shRNA) or shRNAs targeting Id2 (shId2) or Aldh3a1 (shAldh3a1), *n* = 3. **b** 1 × 10^4^ 4T1-Luc cells were inoculated intracranially into BALB/c mice, *n* = 4–6 mice per group ± SEM. **p < 0.01, *p < 0.05, Kruskal-Wallis test. At day 9 whole brains were collected at necropsy and subjected to ex-vivo IVIS imaging (left panel), and IVIS images are shown (right panel). **c** Brains from b were fixed, paraffin embedded, and sectioned for histological (H&E) quantification of tumour burden (left panel). Mean ± SEM. *p < 0.05, Kruskal-Wallis test. Right panel shows representative histological sections. Scale bar = 2.5 mm

**Fig. 3:**
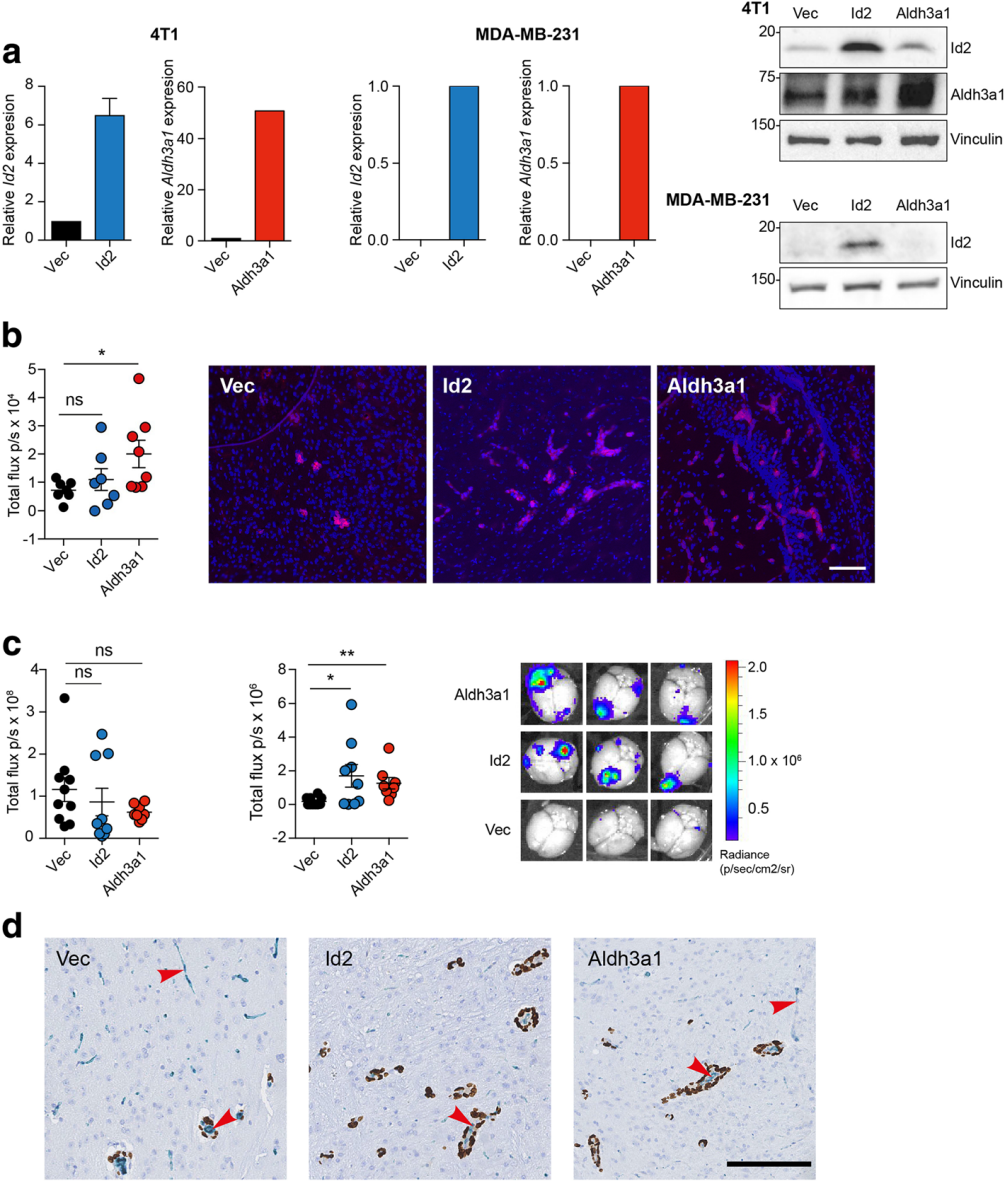
Increased *Id2* or *Aldh3a1* expression enhances metastatic colonisation of the brain following intracardiac inoculation. **a** 4T1-Luc or MDA-MB-231 cells with ectopic expression of *Id2* or *Aldh3a1* or transduced with mCherry vector (Vec) alone. Left panels show RT-qPCR analysis of *Id2* and *Aldh3a1* expression. Right panel shows Id2 and Aldh3a1 protein levels assessed by immunoblotting. **b** BALB/c mice inoculated via the left ventricle with 5 × 10^4^ 4T1-Luc cells, *n* = 7 or 8 mice per group. At day 9, whole brains were collected at necropsy and subject to ex-vivo IVIS imaging. Mean ± SEM. *p < 0.05, Kruskal-Wallis test. Right panel shows representative images of mCherry fluorescent tumour cells in brain sections. Scale bar = 100 μm. **c** 3 × 10^5^ MDA-MB-231-Luc cells were inoculated into the left ventricle of NSG mice, *n* = 9 to 10 mice per group and the experiment terminated on day 23, with organs subject to ex-vivo IVIS imaging. Shown are quantification of ex-vivo IVIS signals in the lungs (left panel, *p* = ns) and brains (middle panel, *p < 0.05, **p < 0.01), Kruskal-Wallis test. Right panel shows representative IVIS images of brains. **d** Sections of fixed and paraffin-embedded brains from c were co-stained for endothelial cell markers endomucin and CD31 (both in blue) and the human nuclear envelope marker lamin A/C (brown). Scale bar = 100 μm. Arrowheads indicate endomucin/CD31 stained vasculature. ns not significant

### Elevated *ID2* expression associates with poor outcome in patients with brain metastases

Next, we addressed the clinical relevance of these findings for human breast cancer patients. Examination of the TCGA breast cancer dataset revealed higher levels of *ID2* and *ALDH3A1* expression in triple-negative (ER^–^/PR^–^/HER2^–^) breast cancers compared with HER2^+^ and ER^+^/HER2^–^ breast cancers (Fig. 4a), and in ER^–^ versus ER^+^ breast cancers (Fig. 4b). Moreover, in ER^–^ breast cancers, elevated expression of either *ID2* or *ALDH3A1* was associated with reduced distant metastasis-free survival (Fig. 4c). More importantly, elevated expression of *ID2* was associated with reduced brain metastasis free-survival, whereas there was no significant association of *ALDH3A1* expression levels with outcome in these patients (Fig. 4d). Consistent with our mouse experimental studies demonstrating elevated *Id2* expression in cells isolated from brains compared with primary tumours (Fig. 1g), interrogation of human datasets containing gene expression profiling of primary breast cancer and breast cancer brain metastases revealed a significantly increased level of *ID2* expression in the brain samples (Fig. 4e). As a consequence, we focussed the remainder of our studies on *ID2*.

**Fig. 4:**
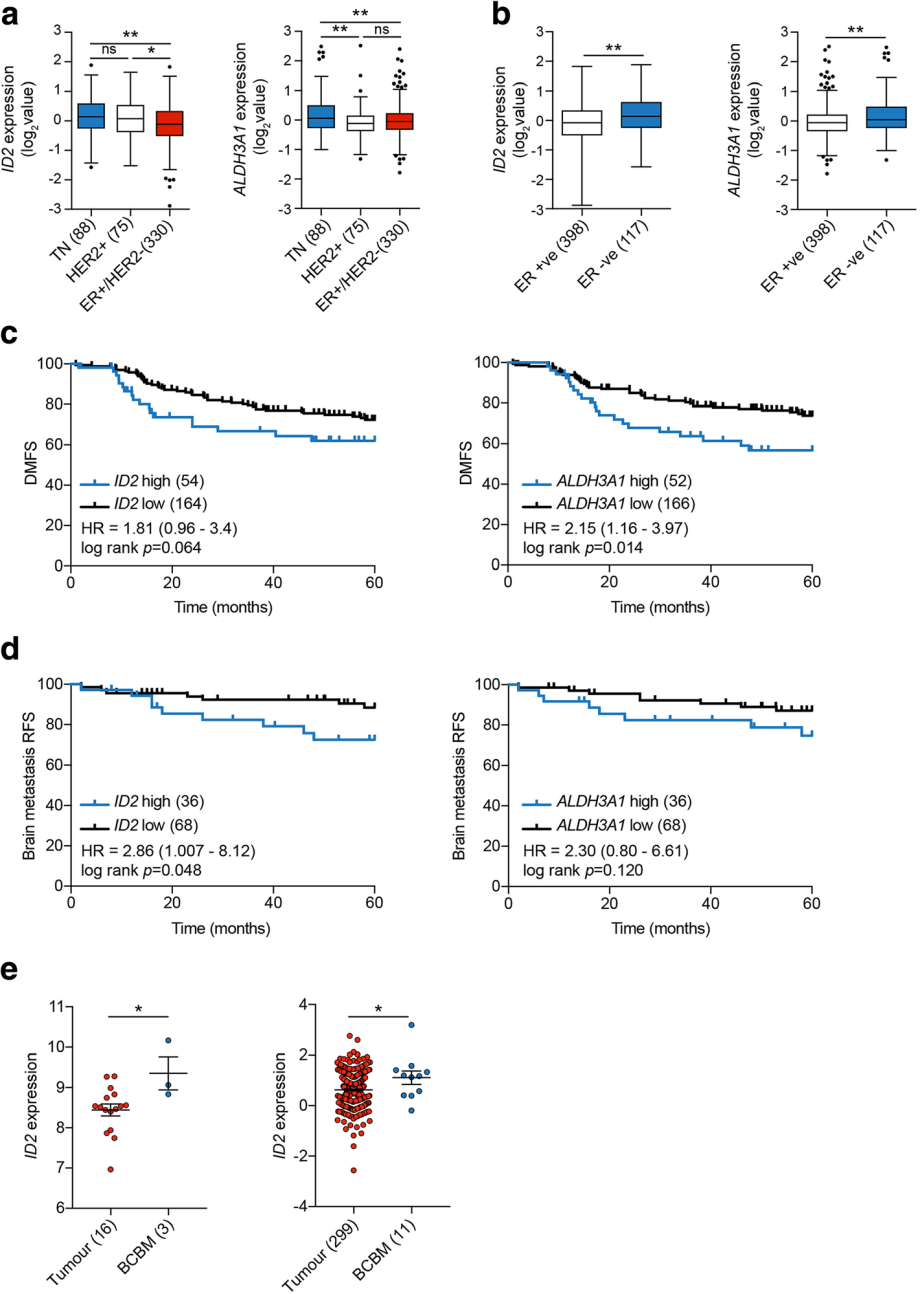
Elevated *ID2* expression correlates with poor patient outcome. **a**,**b** Tukey plots representing the expression of *ID2* and *ALDH3A1* in the TCGA datasets based on receptor status. Box indicates the first and third quartiles, the bar indicates the median, whiskers indicate 1.5 interquartile range (IQR), and dots indicate outliers. The number of samples is shown in parentheses. **a** Adjusted *p* values determined using one-way ANOVA followed by Tukey’s multiple comparisons test. **p < 0.01, *p < 0.05. **b** *p* values determined using Mann-Whitney test (*p* < 0.0016 for *ID2*, *p* < 0.0028 for *ALDH3A1*). **c** Kaplan-Meier analysis of breast cancer-specific distance metastasis-free survival (DMFS) in the 218 oestrogen receptor (ER)-negative tumours of the Gyorffy et al. dataset [13]. The number of samples in each group, hazard ratios (HR), and log rank Mantel-Cox *p* values are shown. **d** Kaplan-Meier analysis of brain metastasis relapse-free survival (RFS) in the cohort of 104 ER-negative tumours from patients who had either no metastatic relapse or brain-only relapse (see Methods). HR and log rank Mantel-Cox *p* values are shown. **e** Comparison of *ID2* expression in primary breast cancers and breast cancer brain metastases (BCBM) in the Schulten et al. [15] (left panel) and Harrell et al. [16] (right panel) datasets. The number of samples is shown in parentheses. Data represent normalised expression values ± SEM. HER2 human epidermal growth factor 2, ns not significant, TN triple-negative

### BMP7 signalling promotes *Id2* expression and enhances cell survival

It has been reported previously that ID2 expression is positively regulated by BMP7 signalling but negatively regulated by TGFβ1 [29, 30]. Interestingly, in non-tumour-bearing mice, *Bmp7* expression is substantially higher in the brain than the lungs, whereas the expression of *Tgfb1* is higher in the lungs compared with the brain (Fig. 5a). Examination of publicly available datasets revealed a significant enrichment of *Bmp7* expression in brain astrocytes compared with microglia or neurons (Fig. 5b). To directly address whether BMP7 can induce *Id2* expression in the tumour cells, 4T1-Luc cells were untreated or treated for 2 to 24 h with either BMP7 or TGFβ1. BMP7, but not TGFβ1, treatment promoted a profound increase in *Id2* mRNA levels (Fig. 5c). Moreover, this elevated expression persisted for up to 5 days after the removal of BMP7. These effects were not restricted to the mouse 4T1-Luc cells since equivalent results were obtained with the MDA-MB-231 cells (Fig. 5e, f). We also investigated the expression of other Id family members, *Id1*, *Id3*, and *Id4*. All family members showed elevated expression in the 4T1-Luc sublines isolated from the brains of tumour-bearing mice compared with the lungs or primary tumour sublines (Fig. 5g). In addition, expression of *Id1* and *Id3*, and to a lesser extent *Id4*, was dramatically elevated following BMP7, but not TGFβ1, treatment (Fig. 5h).

**Fig. 5:**
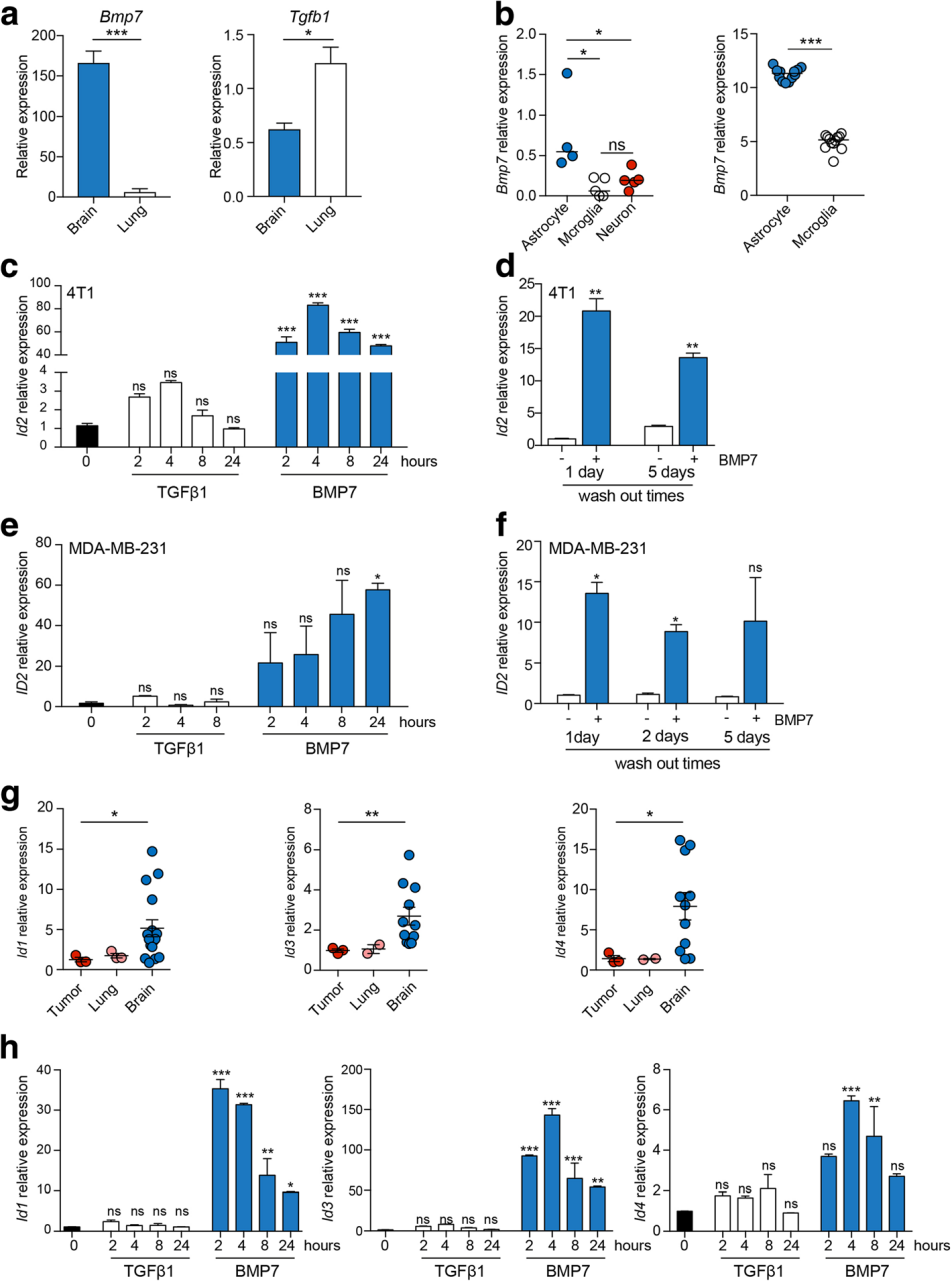
*Id2* expression is induced by bone morphogenetic protein (BMP)7 but not transforming growth factor (TGF)β1. **a** RT-qPCR analysis of *Bmp7* and *Tgfb1* expression in brains and lungs from naive BALB/c mice (*n* = 3 independent samples). ***p < 0.001, *p < 0.05, Student’s *t* test. **b** Expression levels of *Bmp7* in mice cell types isolated from non-tumour-bearing mice in the Srinivasan RNAseq dataset [11] (GSE75246; *n* = 4 or 5 samples per cell type) and Kamphuis dataset [12] (GSE74614; *n* = 12 samples per cell type). Scatter plots represent median. *p < 0.05, ***p < 0.001, Mann Whitney test. **c** RT-qPCR analysis of *Id2* expression in 4T1-Luc cells treated with recombinant TGFβ1 (5 ng/mL) or BMP7 (300 ng/mL) for 2–24 h. Data represent 2 wells/condition, mean ± SEM, and are shown relative to the untreated sample. ***p < 0.001, one-way ANOVA. **d** 4T1-Luc cells were treated with BMP7 (300 ng/mL) for 24 h and cells were washed and incubated in complete media for a further 1 or 5 days before *Id2* expression was assessed by RT-qPCR. Data represent 2 wells/condition, mean ± SEM. **p < 0.01, Student’s *t* test. **e**,**f** *ID2* expression levels in MDA-MB-231-Luc cells treated as described in b and c. *p < 0.05, one-way ANOVA and Student’s *t* test. **g** RT-qPCR analysis of *Id1*, *Id3*, and *Id4* expression in 4T1-Luc tumour sublines independently isolated from primary tumours, lungs, and brains, relative to *Gapdh*. *p* values generated using Mann-Whitney test between tumour and brain. *p < 0.05, **p < 0.01 (lungs were not included in statistical analysis as *n* = 2 samples). **h** RT-qPCR analysis of *Id1*, *Id3*, and *Id4* expression levels in 4T1-Luc cells treated with TGFβ1 (5 ng/mL) or BMP7 (300 ng/mL) for 2–24 h. Data represent 2 samples per time point, mean ± SEM and are shown relative to untreated samples. *p < 0.05, **p < 0.01, ***p < 0.001, one-way ANOVA. ns not significant

Finally, we determined the mechanism by which Id2 might promote colonisation of the brain. Tumour cells disseminating to the brain will find themselves in a foreign environment and, in particular, an environment devoid of many of the extracellular matrix components found in primary tumours or in the lungs [31]. To mimic a matrix-poor environment, 4T1-Luc cells were cultured in low-adherence plates. Under these conditions, either ectopic expression of *Id2* (Fig. 6a) or treatment with BMP7 to induce *Id2* expression (Fig. 6b) resulted in a higher proportion of non-apoptotic 4T1-Luc cells remaining after 24 h. To extend these observations, 4T1-Luc cells were cultured as three-dimensional tumour spheroids by plating cells into low-adherence U-bottomed plates (Fig. 6c). Treatment with BMP7 of either 4T1-Luc parental cells, 4T1-Luc cells transduced with empty vector (Vec), or with a non-targeting control shRNA (shNTC) resulted in increased viability of cells within the spheroids. Conversely, knockdown of *Id2* expression (shId2) impaired viability and impaired the ability to respond to BMP7 treatment.

**Fig. 6:**
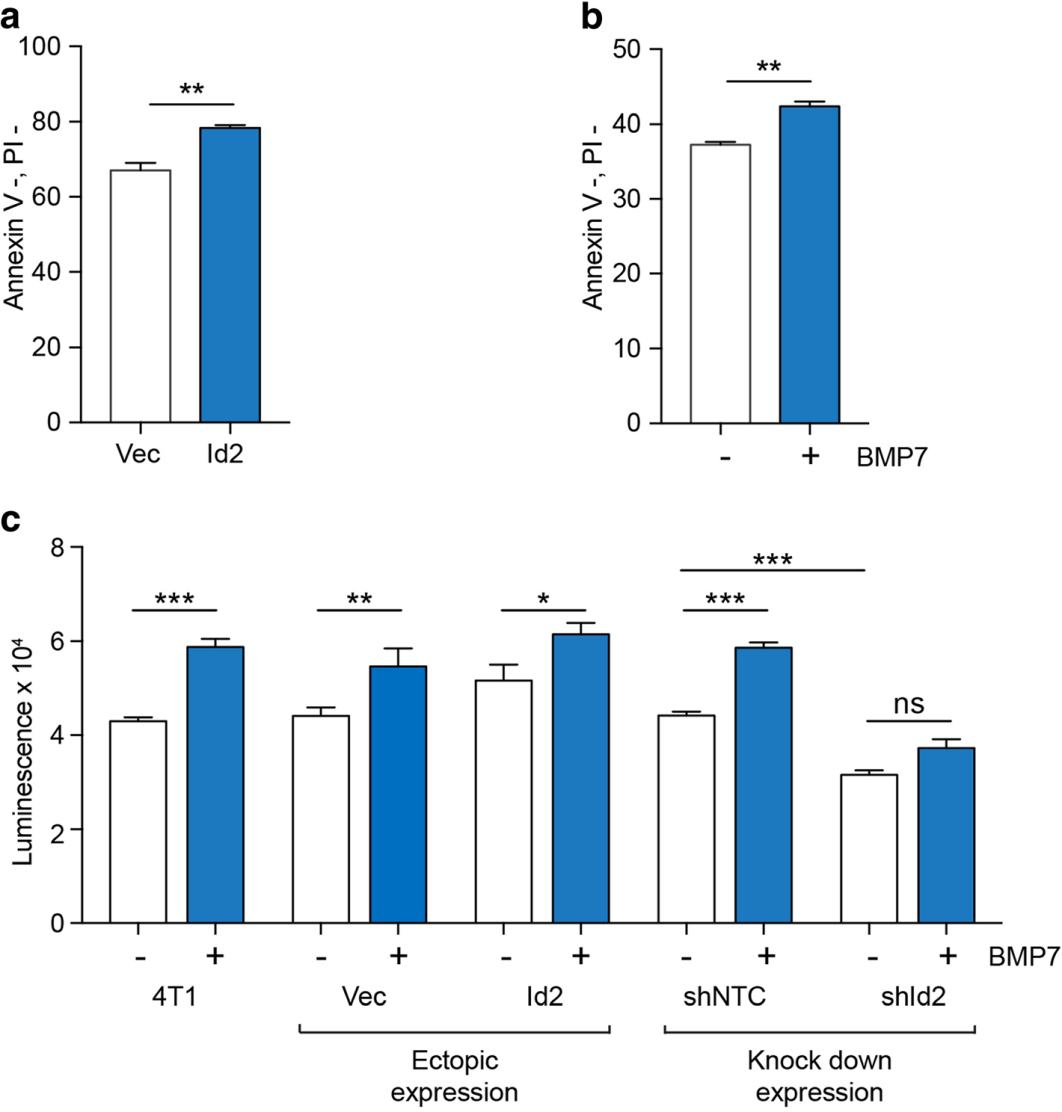
*Id2* expression protects against apoptosis. **a** 5 × 10^4^ 4T1-Luc cells expressing vector alone (Vec) or with ectopic expression of *Id2* were cultured in six-well low-adherence plates in 2% FBS for 24 h before annexin V/PI staining. Data shown as percent of healthy cells (annexin V^–^, PI^–^) remaining, *n* = 3. Mean ± SEM. **p < 0.01, Student’s *t* test. **b** Parental 4T1-Luc cells cultured in suspension as described in a in the presence of absence of bone morphogenetic protein (BMP)7 (300 ng/mL) for 24 h prior to annexin V/PI staining. Data shown as percent of healthy cells (annexin V^–^, PI^–^) remaining, three samples per condition. Mean ± SEM. **p < 0.01, Student’s *t* test. **c** 750 parental 4T1-Luc cells (4T1) or 4T1-Luc cells transduced with empty vector (Vec) or with ectopic expression of *Id2*, or 4T1-Luc cells transduced with non-targeting control short hairpin RNA (shNTC) or shRNA targeting *Id2* (shId2) were sorted into low-adherence 96-well U-bottomed plates in DMEM plus 2% FBS and cultured in the presence or absence of BMP7 (300 ng/mL) for 7 days before viability was monitored by CellTiter-Glo. Data from *n* = 5 wells/sample. *p < 0.05, **p < 0.01, ***p < 0.001, two-way ANOVA with Tukey’s post-test. ns not significant

## Discussion

In this study, we generated a set of 4T1 sublines derived from primary tumours and from tumour cells that had spontaneously disseminated to either the brain or lungs of BALB/c mice. By pair-wise gene-expression profiling, we sought to identify differentially expressed transcripts specifically associated with metastasis to the brain. Moreover, as these sublines were derived in the context of a spontaneous metastasis model where the number of circulating tumour cells reaching secondary sites is very limited, we reasoned that differentially expressed genes were more likely to be involved in survival of cells in the brain and the early stages of metastatic colonisation rather than the expansion of established macrometastatic disease.

Two differentially expressed genes were selected for in-vivo validation, *Aldh3a1* and *Id2*. Downregulation of either gene resulted in reduced tumour burden following intracranial inoculation whereas ectopic expression in either mouse or human tumour cells resulted in increased metastatic burden in the brain following intracardiac inoculation but did not promote increased metastasis to the lung.

Tumour cells colonising the brain face unique challenges. First, the tumour cells have to navigate across the blood-brain barrier that separates the brain from the general circulation [32]. Second, the cellular and non-cellular composition of the brain is distinct from that found both in the primary tumour and at other metastatic sites. For example, tumour cells metastasising to the brain have to avoid apoptosis mediated by astrocyte-secreted Fas ligand [26, 33] and detection and elimination by reactive microglia [6]. Similarly, the absence of stromal fibroblasts and fibrillar collagen [31] means that infiltrating tumour cells have to adapt to the foreign extracellular matrix composition. Finally, successful metastasising cells have to adapt to an altered metabolic environment [7, 34]. The brain consumes ~ 20% of the body’s glucose-derived energy but, when blood glucose is low, the brain can adapt its metabolism to use acetate, ketone bodies, or fatty acids as alternative fuels. Metastasising tumours cells need to have metabolic flexibility to survive in this environment.

As has been reported in other studies [25–28], in the models used here it was observed that tumour cells that disseminated to the brain parenchyma remained closely located to the brain capillaries (see Fig. 3). It is now well established that cancer stem cells reside in niche microenvironments, including perivascular niches in the brain [35], and that these niches serve to maintain the tumour cell ‘stemness’ [36]. As both ID2 and ALDH3A1 have been implicated in promoting stem cell-like features in tumour cells [18, 24, 37], their elevated expression may provide an advantage in the early stage of metastatic colonisation by retaining cells in the niche until they are ready to face the full challenges of the brain microenvironment. In addition, among the ALDH family, ALDH3A1 has a specific role in peroxidic aldehyde metabolism [24, 38]. In metabolically challenging conditions, particularly in conditions of high oxidative stress, production of reactive oxygen species (ROS) leads to peroxidation of lipids, which in turn gives rise to cytotoxic lipid aldehydes. The ability of ALDH3A1 to function as lipid aldehyde scavenger [39] would provide a survival advantage for disseminating tumour cells encountering adverse conditions. However, it was notable in this study that, when expression of *ALDH3A1* was examined in breast cancer clinical datasets, high expression was significantly associated with an increased risk of distant metastatic relapse but not with brain-specific relapse (Fig. 4c, d). Consequently, although the models used in this study identified increased *Aldh3a1* expression to be associated with increased brain but not lung metastasis, the clinical data point to a more general pro-metastatic function. In contrast, *ID2* expression in clinical samples correlated with increased distant metastatic relapse and brain-specific metastatic relapse.

ID proteins are negative regulators of basic HLH (bHLH) transcription factors and, additionally, ID2 can bind and over-ride the tumour suppressor function of retinoblastoma (RB) tumour suppressor. In normal cells, these activities underpin the role of ID proteins in inhibiting cell differentiation and promoting cell proliferation. In cancers, ID proteins are found at a higher level than in normal adult tissues where they function to sustain self-renewal of stem or stem-like cancer cells and inhibit apoptosis and entry of tumour cells into senescence [17, 18]. For ID2 it has been shown that expression is required to maintain glioma [40], glioblastoma [41], head and neck [42], and colorectal cancer stem/stem-like cells. Previously it has been demonstrated in normal mouse mammary cells and other non-transformed epithelial cell types that exposure to TGFβ resulted in decreased *ID2* mRNA and protein levels, whereas BMP7 could both over-ride the TGFβ-mediated *ID2* repression and, on its own, promote increased *ID2* expression [29, 30, 43]. BMPs are members of the TGFβ superfamily but, whereas TGFβs bind to the TGFβ type 1 receptors ALK1 and ALK5, BMPs bind to BMP-specific ALK receptors, with BMP7 binding to ALK2 [44].

Given the role reported here for ID2 in promoting breast cancer metastasis to the brain, it was striking that, although levels of *Tgfb1* mRNA were approximately two-fold higher in the normal mouse lung compared with the brain, levels of *Bmp7* mRNA were > 100-fold higher in the brain compared with the lung. Moreover, whereas treatment with TGFβ1 had little impact on *ID2* expression in either mouse mammary carcinoma or human breast cancer cells, BMP7 treatment resulted in a > 50-fold increase in *ID2* mRNA levels and this level of expression was sustained for at least 5 days following BMP7 withdrawal. Together with the demonstration that increased *Id2* expression protects tumour cells from loss of attachment-induced anoikis and promotes growth of three-dimensional tumour spheroids, the data presented here support a model in which spontaneously metastasising breast cancers cells with higher *ID2* expression will have a survival advantage when they disseminate to the brain and that, once in the brain, cells that are receptive to BMP7 signalling to maintain high-level *ID2* expression will be better able to progress to macrometastatic disease by tolerating the harsh pro-apoptotic brain microenvironment.

## Conclusions

The incidence of brain metastasis in breast and other cancers is increasing, yet patient prognosis after a diagnosis of metastatic relapse in the brain remains dismal. This situation is further compounded by the lack of prospective clinical trial data to assess the efficacy of current system therapies in patients with brain metastases [1]. In addition, there is an urgent need to develop methodologies for the identification of patients at high risk of developing brain metastasis and to better understand the unique biology associated with tumour cell colonisation of the brain to identify potential new therapeutic strategies. Using a model that more faithfully recapitulates the dissemination of tumour cells to secondary sites, combined with in-vivo and in-silico validation studies, we identified ID2 as a promising brain metastasis promoter. Future studies will be required to assess whether monitoring ID2 mRNA or protein levels in primary tumours or in plasma samples could provide a prognostic biomarker for patients at higher risk of relapse in the brain. Finally, it is well documented that ID family proteins play a key role in developmental processes and that expression is downregulated in most normal adult tissues but can be re-activated in cancer cells [17, 18]. Although this pattern of expression makes ID proteins potential therapeutic targets, helix-loop-helix proteins are typically described as ‘undruggable’. However, in recent years there have been rapid technological advances in developing inhibitors of protein-protein interaction as well as approaches for targeted protein degradation such as proteolysis targeting chimaeras (PROTACs), bifunctional molecules for hijacking E3 ligases or small molecules that redirect E3 ligase activity [45]. The development of reagents that can inhibit ID2 dimerisation or promote its degradation will, in the future, allow robust assessment of ID2 as a potential therapeutic target to prevent or limit the development of breast cancer brain metastasis.

## Additional file

Additional file 1: **Table S1.** MISSION® shRNA pLKO-puro transduction particles. **Table S2.** Open Reading Frame Clone Expression Systems (Genecopoeia). **Table S3.** Taqman RT-qPCR gene expression assays. **Table S4.** Antibodies used for immunoblotting (IB) and immunohistochemistry (IHC). **Figure S1.** Higher power image of heat map of differentially expressed genes from Fig. 1c. **Figure S2.** Heat map of shortlisted genes.

## Abbreviations

ATCC: American Type Culture Collection
B2M: Beta-2-microglobin
BMP: Bone morphogenetic protein
ER: Oestrogen receptor
FACS: Fluorescence-activated cell sorting
FBS: Fetal bovine serum
FFPE: Formalin-fixed paraffin-embedded
GAPDH: Glyceraldehyde-3-phosphate dehydrogenase
H&E: Haematoxylin and eosin
H2B-mRFP: Histone H2B-monomeric red fluorescent protein
HER2: Human epidermal growth factor receptor 2
IVIS: In-vivo imaging system
MOI: Multiplicity of infection
NSG: NOD SCID gamma
ORF: Open reading frame
PR: Progesterone receptor
RT-qPCR: Quantitative reverse-transcription polymerase chain reaction
shRNA: Short hairpin RNA
STR: Short tandem repeats
TCGA: The Cancer Genome Atlas
TGF: Transforming growth factor

# Supplementary material for: Using an in-vivo syngeneic spontaneous metastasis model identifies ID2 as a promoter of breast cancer colonisation in the brain
**Source:** Breast Cancer Res. 2019 Jan 14;21:4. doi: 10.1186/s13058-018-1093-9
**Supplement:** Supplementary file 1 — Table S1. MISSION® shRNA pLKO-puro transduction particles. Table S2. Open Reading Frame Clone Expression Systems (Genecopoeia). Table S3. Taqman RT-qPCR gene expression assays. Table S4. Antibodies used for immunoblotting (IB) and immunohistochemistry (IHC). Figure S1. Higher power image of heat map of differentially expressed genes from Fig. 1c. Figure S2. Heat map of shortlisted genes.

Using an *in vivo* syngeneic spontaneous metastasis model identifies ID2 as a promoter of breast cancer colonisation in the brain

Magdalena Kijewska, Carmen Viski, Frances Turrell, Amanda Fitzpatrick, Antoinette van Weverwijk, Qiong Gao, Marjan Iravani and Clare M. Isacke

Additional file 1; Supplementary Tables

Table S1. MISSION® shRNA pLKO-puro transduction particles

Table S2. ORF Clone Expression Systems (Genecopoeia)

Table S3. Taqman RT-qPCR gene expression assays

Table S4. Antibodies for immunoblotting (IB) and immunohistochemistry (IHC)

Additional file 1; Supplementary Figure

Figure S1. Higher power image of Figure 1c

Figure S2. Heat map of shortlisted genes

Table S1 MISSION shRNA pLKO-puro transduction particles

Clone I.D.	Gene targeted	Species targeted	Named
SHC202V	None	None	shNTC
TRCN0000054390	<i>Id2</i>	Mm	shId2
TRCN0000042078	<i>Aldh3a1</i>	Mm	shAldh3a1

Table S2 ORF clone expression systems

Vector	I.D.	Tag	Species	Gene	Named
pReceiver-LV166	N/A	IRES2-mcherry	N/A		Vec
pReceiver-LV166	Mm03201	IRES2-mcherry	Mouse	Id2<br>(NM_010496.3)	Id2 OE
pReceiver-LV166	Mm28326	IRES2-mcherry	Mouse	Aldh3a1<br>(NM_001112725.1)	Aldh3a1 OE

Table S3 Taqman RT-qPCR gene expression assays

Gene symbol	Gene name	Probe set I.D.	Species
<i>B2m</i>	β -2 microglobulin	Mm00437762_m1	Mm
<i>B2M</i>	β -2 microglobulin	Hs99999907_m1	Hs
<i>Gapdh</i>	Glyceraldehyde-3-phosphate dehydrogenase	4352339E	Mm
<i>Id2</i>	inhibitor of DNA binding 2	Mm00711781_m1	Mm
<i>ID2</i>	inhibitor of DNA binding 2	Hs04187239_m1	Hs
<i>Aldh3a1</i>	aldehyde dehydrogenase 3 family member A1	Mm00839312_m1	Mm
<i>ALDH3A1</i>	aldehyde dehydrogenase 3 family member A1	Hs00964880_m1	Hs
<i>Id1</i>	Inhibitor of DNA binding 1	Mm00775963_g1	Mm
<i>Id3</i>	Inhibitor of DNA binding 3	Mm00492575_m1	Mm
<i>Id4</i>	Inhibitor of DNA binding 4	Mm00499701_m1	Mm

Table S4 Antibodies for immunoblotting (IB) and Immunohistochemistry (IHC)

Antibody target	Host	Supplier	Dilution	Application
Vinculin	Mouse	Cell signalling	1:1000	IB
Id2	Mouse	D39E8<br>Cell Signalling	1:1000	IB
Aldh3a1	Goat	ARG65260<br>arigobio	1:10,000	IB
Lamin A/C	Rabbit	Santa Cruz<br>Biotech<br>(sc-2004)	1:500	IHC
CD31	Rat	Dianova<br>(DIA310)	1:75	IHC
Endomucin	Rat	Santa Cruz<br>Biotech<br>(V.7C7; sc-<br>65495)	1:1000	IHC

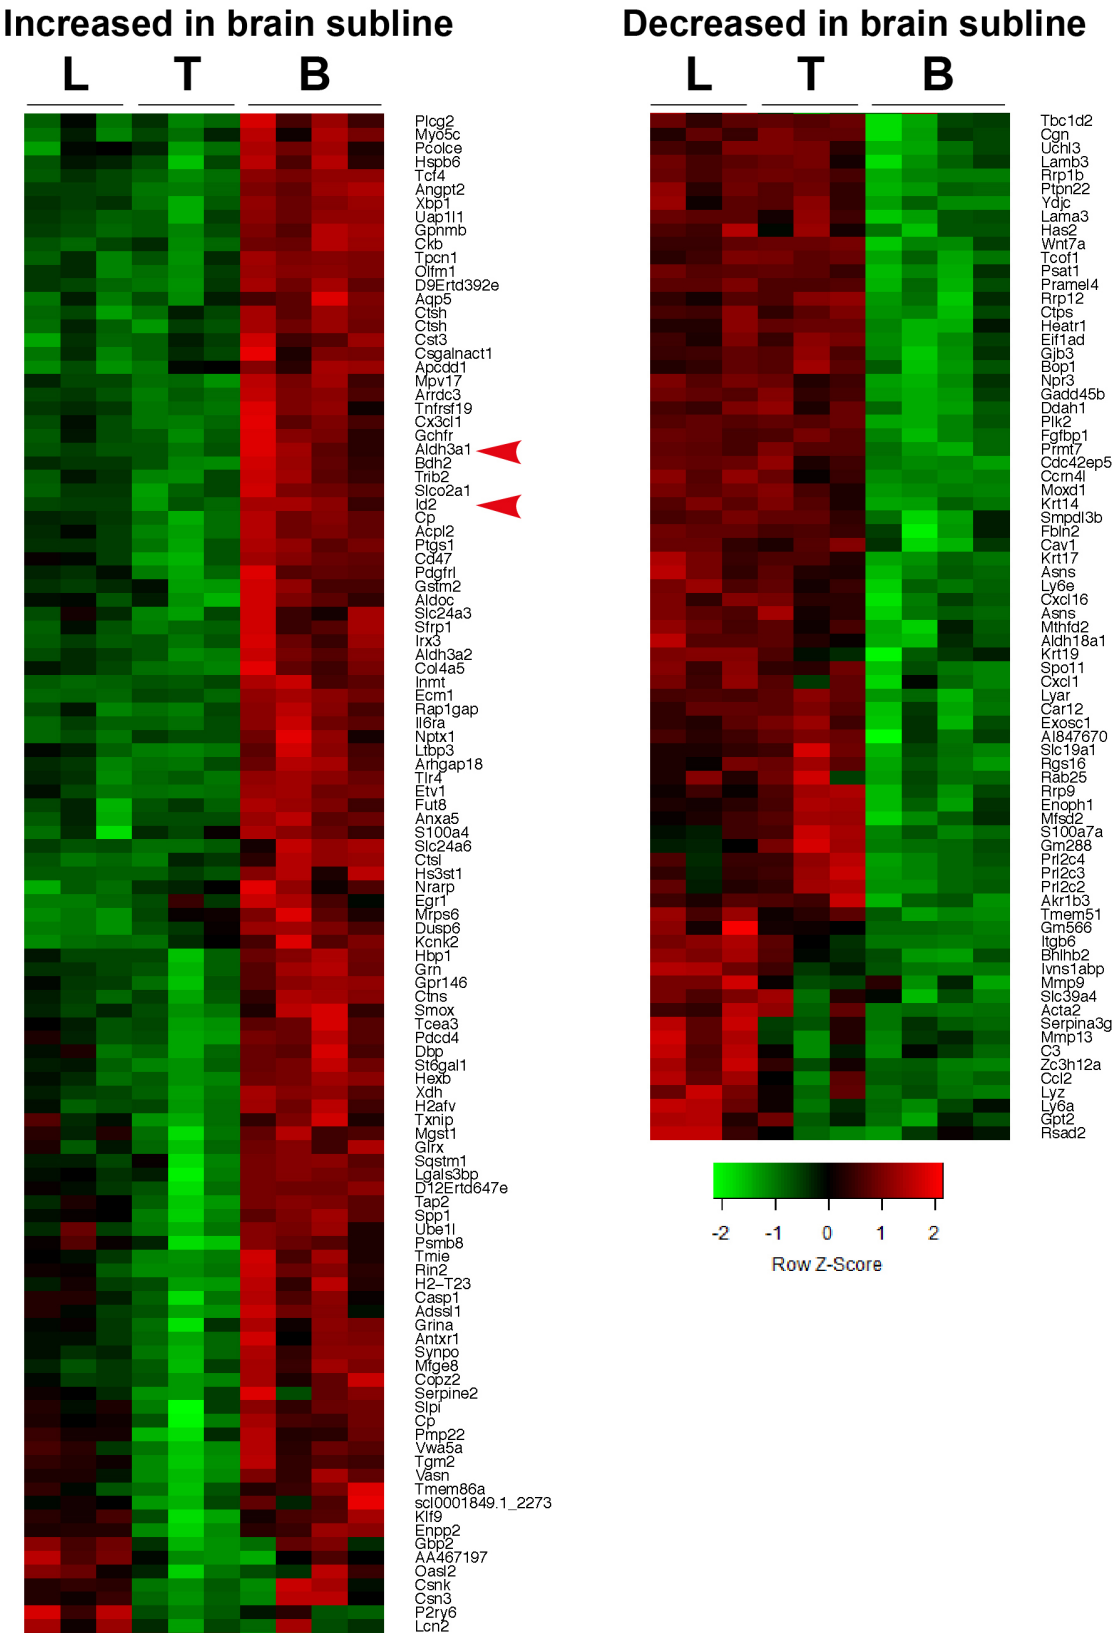

SFig. 1 Higher power image of Fig. 1c. Heat map (Pearson, ward.D2) of 186 genes (with official mouse gene symbol) differentially expressed between B and T, between B and L, or between L and T sublines with an absolute fold change ≥ 2.0 , $p < 0.001$. Sublines are in the same order as in Fig. 1a. Arrowheads indicate *Id2* and *Aldh3a1*.

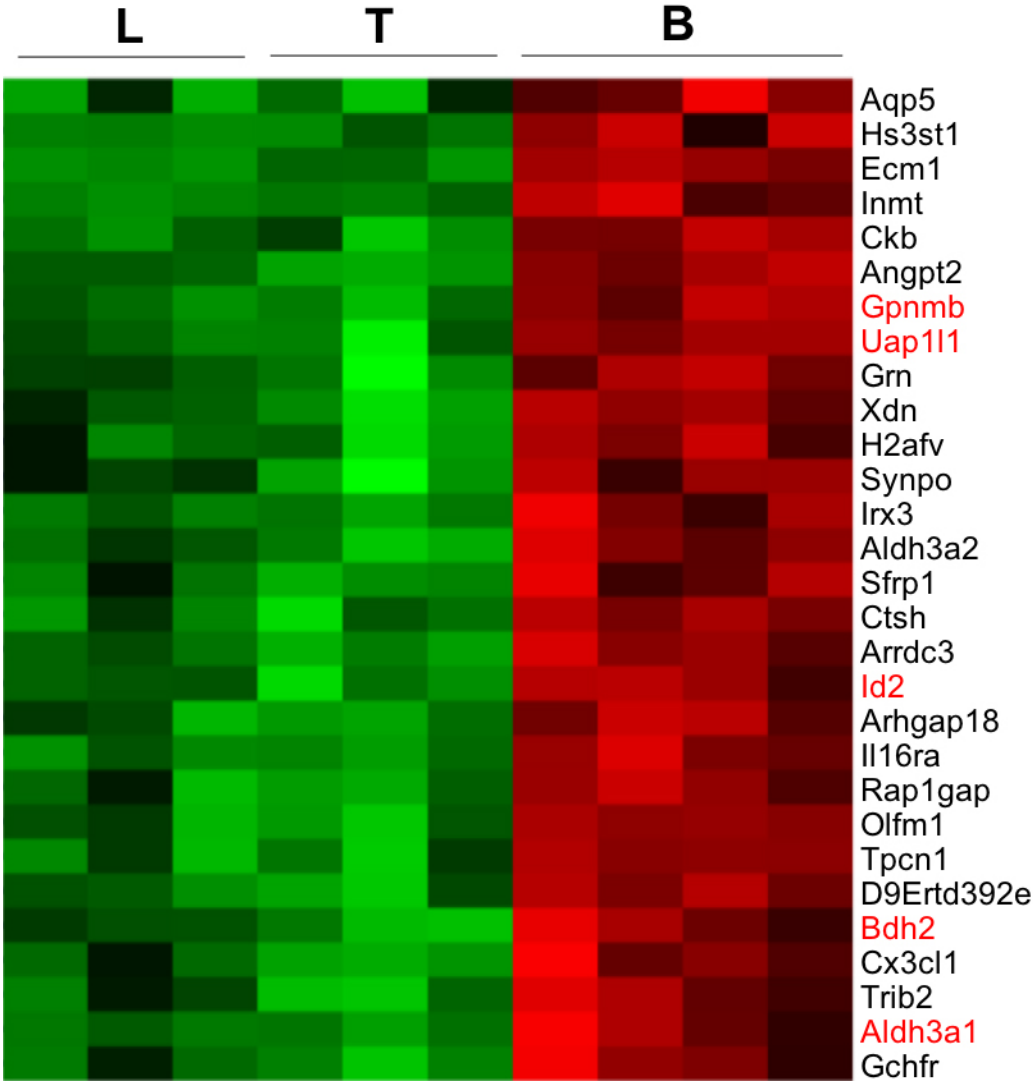

SFig. 2. Heat map of shortlisted genes. Heat map (Pearson, ward.D2) of 29 genes (with official mouse gene symbol) with upregulated expression (absolute fold change ≥ 2.0 , $p < 0.001$) in B versus T and B versus L but not between L and T. Genes further validated by RT-qPCR are shown in red.

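The genes labelled in this heat map include receptors, secreted factors and metabolic enzymes that were higher in B than in both T and L sublines. Il6ra, the receptor of interleukin 6, rose by 2.32 (SE 0.23, adjusted p = 0.00232 from limma, n = 4 and 3) against T and by 2.20 (SE 0.24, adjusted p = 0.00215) against L. Its other probes gave 1.15 and 1.67 against T and 0.87 and 1.77 against L, where the probe at 0.87 did not pass (adjusted p = 0.0593 over all probes). Ckb, the brain-type creatine kinase, rose by 2.24 (SE 0.27, adjusted p = 0.00254) against T and rose against L as well (adjusted p = 0.00103). Angpt2, a secreted ligand of the endothelial receptor TIE2, rose by 2.31 (SE 0.19, adjusted p = 0.00123) against T and by 1.78 (SE 0.18, adjusted p = 0.00159) against L. Aldh3a2, an aldehyde dehydrogenase that acts on fatty aldehydes, rose by 1.73 (SE 0.19, adjusted p = 0.00236) and by 1.27 (SE 0.17, adjusted p = 0.00381), and the extracellular matrix protein Ecm1 by 1.31 (SE 0.16, adjusted p = 0.00261) and by 1.42 (SE 0.15, adjusted p = 0.00192), where its other probe did not pass against L (0.94, adjusted p = 0.114 over all probes). Of the 29 labelled genes, 28 had a detected probe, among them H2afv and D9Ertd392e under their current symbols H2az2 and Ccpg1. No probe was assigned to the symbol Arrdc3 here, so this gene could not be tested. On the probe used for each gene, all 28 were higher in B than in T and in B than in L at an adjusted p under 0.05, and all 28 met the criterion of the shortlist. The differences ran from 1.11 for Ctsh to 3.88 for Aldh3a1 against T and from 1.10 for Grn to 3.95 for Gpnmb against L. Because the study chose these genes on the same arrays, their direction is not independent evidence. Against T, Aqp5 did not pass without T replicate 1 (adjusted p = 0.0551). Against L, Gchfr, Trib2, Cx3cl1, Aqp5, Grn, Synpo, Rap1gap and Sfrp1 did not pass without L replicate 1 (adjusted p = 0.0521 to 0.089) or without L replicate 2 (0.0645 to 0.098), and Synpo and H2az2 did not pass without L replicate 3 (0.0683 and 0.0672), nor H2az2 without L replicate 2 (0.0804).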

How the deposited data were processed for this re-analysis (not part of the article)

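The study measured gene expression in sublines of the mouse mammary carcinoma line 4T1 that were isolated from primary tumours (T, n = 3), lungs (L, n = 3) and brains (B, n = 4), on Illumina mouse whole-genome bead arrays with 1 array per subline. According to the paper the sublines were isolated independently, and each array was taken as 1 replicate. The sources used here do not give the slide of each array. Groups share replicate numbers, and neither the paper nor the labels say that a number marks a pair. The correlation of the deviations from the group means was over 0.1 in all 3 pairs of L and B arrays with the same number (0.14 to 0.21, against -0.11 to 0.06 for L and B arrays with different numbers). It was over 0.1 in 0 of 3 such pairs of T and L arrays (-0.11 to 0.09) and 0 of 3 of T and B arrays (-0.12 to 0.04). For L and B arrays the correlation was thus higher within a number than between numbers. Whether these arrays are paired was not tested, and T and B arrays with different numbers reached 0.15. A fit with the number as a block was made beside the fit without it.

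The authors extracted the intensity values from the arrays with GenomeStudio, and per the file header these are mean bead intensities per probe, not normalized between arrays and with the background still in them. Per the file header, the detection p-value of each probe and array was deposited with them as GenomeStudio gives it. For the processed table the authors used lumi, removed probes that were not detected at a detection p of 0.01, applied a variance-stabilizing transformation and robust spline normalization, and deposited values on a scale close to log2. The versions of GenomeStudio and lumi are not given in the sources used here. The processed table holds values for 17550 probes, and these are the same probes as those with a detection p of 0.01 or less on at least 1 of the 10 arrays.

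The deposited intensities were background-corrected by their detection p-values and quantile-normalized with the neqc function of limma 3.58.1 in R 4.3.3, with an offset of 16. The median intensity was 72.6 to 83.78 on the T arrays, 69.15 to 85.95 on the L arrays and 68.81 to 85.14 on the B arrays. Probes were assigned to genes by their current gene symbol. Of the detected probes, 14973 had 1 symbol, and probes with several symbols or none were left out of the gene tests. In each comparison, a gene was tested if its probe was detected on at least 1 array of the 2 groups. Of the 9486 genes, 3721 had more than 1 detected probe, and the probe with the largest interquartile range over the 10 arrays was used. Folds of genes not detected in 1 group were computed as lower bounds, with each array of that group raised to its dimmest detected probe.

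The comparisons were L with T, B with L and B with T, each with the moderated test of limma on the arrays of the 2 groups. Calls were made at a Benjamini-Hochberg adjusted p under 0.05. Counts at the threshold of the paper, an unadjusted p under 0.001 and a fold of at least 2 where it states one, are also given. The shortlist holds genes higher in B than in T and in B than in L at that threshold and not different between L and T. Distances between arrays were Euclidean over the detected probes and were tested with exact permutations of the arrays, which exchange all arrays freely, and the arrays were clustered with average linkage. A simulated set for each comparison held 100 genes with a log2 change of 1, 100 with a log2 change of 2 and further genes with a smaller change. The limma test recovered 67% and 98% of the first 2 kinds for L and T, 59% and 92% for B and L, and 49% and 94% for B and T. It also called 12, 7 and 8 unchanged genes.

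A set of 22 gene lists was written with the gene names of the heat maps of the paper already seen, and tested with camera at a preset correlation of 0.01 and, as an alternative, with a correlation estimated for each list. Adjustment was over the 66 tests of lists and comparisons. With the preset, 33 of the 66 tests passed, and with the estimated correlation 0 passed by camera, with 8 at an unadjusted p under 0.05 and a lowest adjusted p of 0.103. Of the labels of Figure S2, 4 are in the lysosome list, 2 in the aldehyde dehydrogenase list and 1 each in the lists of Id proteins, ketone body metabolism, NRF2 targets, Wnt feedback and chemokines. The overlap of the lists with the genes of Fig. 1c, which also holds genes lower in B, was not counted. A further 9 lists held markers of astrocytes, macrophages and microglia, neurons, oligodendrocytes, endothelial cells, fibroblasts and pericytes, lung epithelium, lymphocytes and granulocytes, and were used to look for RNA of other cells. Adjustment for them was over the marker tests.

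The genes to be named were set by a rule. For each comparison it takes the 10 largest changes in each direction among called genes whose groups do not overlap, every gene named in the text of the paper or labelled in Figure S2, and from each list up to 4 called genes and up to 2 others with the largest differences. Values are printed for a part of these genes, mostly those whose call held without each array in turn, and this part was chosen after their values were seen. The genes of the Myc network were also chosen after their values were seen. Itgb4, Gata3, Esr1, Mmp2, Laptm5 and Lyz2 are named because few genes of their list went that way, after their values were seen. The markers Eno2, Pdgfra, Flt1 and Des are named because they passed the test in a comparison, also after their values were seen. Their calls under the alternatives were not examined. Acvrl1 and Aldh1a1 had no detected probe, and no probe was assigned to the symbol Arrdc3.

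The rule, the main processing and the alternatives were set before the data were examined. The alternatives were the processed values of the authors, no background correction, an offset of 50, median scaling, detection on all arrays of a group, no filter on dim probes, the probe with the highest mean, all 10 arrays in 1 model, a t test with the random variance model of the methods on either set of values, array weights, the replicate number as a block, complete linkage, another distance, the most variable probes alone for the distances, and each array left out in turn. Counting each probe on its own and counting probes without a gene name were added after the values were seen. The slide as a block was not run. The experiments of the paper other than these arrays are not analysed here.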

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

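The tests of macrophage RNA and of fewer cycling cells were chosen only after the result was seen.

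The paper does not discuss the lysosome genes as a group, though it selected Gpnmb and labels Ctsh, Grn and Tpcn1 in Figure S2, and they had a median difference of 0.66 between B and T (0.64 for the 39 others). Against T, RNA of macrophages or microglia cannot be told apart, because 3 of the 4 measured markers were not detected on any B array nor on all 3 T arrays (median -0.86, or -0.09 with such genes at their bound). Against L, where the lysosome median was 0.42, it is argued against, because the markers had a median of -0.8 with such genes at their bound, and Lyz1 and Lyz2 were detected on all 3 L arrays and on none of the B arrays. Background correction and scaling as the whole cause are argued against, with a median of 0.48 nearest to 0 over the processed values of the authors, no background correction, an offset of 50 and median scaling, and so is a single B array, with a lowest median of 0.66 without it. What stays open, as a hypothesis, is that cells that grew out of the brain may hold more lysosomes, which a count of lysosomes in the sublines would test, and conditions of culture were not tested.

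The ribosome biogenesis genes, also outside those the paper discusses, had a median difference of -0.85 between B and T. Fewer cycling cells in B are argued against as the whole cause, because the cell cycle genes had a median of -0.17. Of these 34 genes, none was lower by limma, 0 by the random variance model and 3 at an unadjusted p under 0.05. Resampling the cell cycle genes gave a 95% range of -0.22 to -0.06 for their median, so a small drop is not excluded. The arrays were held fixed and the genes taken as independent. The range therefore leaves out the spread between sublines, and a somewhat larger drop is not excluded either. Under the 4 other kinds of background correction and scaling, the ribosome biogenesis median nearest to 0 was -0.7. A lower output of ribosomes in the B sublines may go with it, a hypothesis that a measure of ribosomal RNA synthesis would test and these arrays do not.

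The interferon-stimulated genes, a further group that the paper does not discuss, had a median difference of 0.68 between L and T. Background correction and scaling are argued against as the whole cause, with a median nearest to 0 of 0.38, and so is 1 of the T arrays, with a lowest median of 0.47 without T replicate 1. RNA of macrophages cannot be told apart from a response of the tumour cells, because the 4 measured macrophage markers had a median of 0.87, with an adjusted p of 0.0391 from camera at its preset and of 0.573 with an estimated correlation. That the cells may have kept an interferon response from the lung is a hypothesis, which fresh isolates compared with cultures would test and these arrays do not.

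Among 94 groups of 4 arrays examined for a sample far from the others, 5 had such a sample, where about 4.7 would be found by chance. Gsta1 was 7.59 on the array of B2 and 4.55 to 4.86 on the other B arrays. Lyz1 was 5.23 on the array of B2 and 4.45 to 4.57 on the others. Myc was 6.71 on the array of B3 and 7.07 to 7.13 on the others. Rrp1b was 7.85 on the array of B3 and 8.19 to 8.23 on the others. Slc45a3 was 7.05 on the array of B2 and 5.87 to 5.99 on the others.

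Other splits of the same arrays were counted for each comparison. Between B and T, 1348 genes differed at an adjusted p under 0.05, against at most 16 in the other 34 of 35 splits. At an unadjusted p under 0.001, 549 genes stood against at most 157. Both counts argue against chance but do not exclude it, because 1 of 35 is the smallest share that these splits can give. Between B and L, 766 genes stood against at most 26 and 366 against at most 122, which argues against chance only where the pairing of arrays by number is left aside. In these 2 counts the highest others come from the 8 splits that, like the real one, part the 3 pairs of L and B arrays with the same number, and the other 27 splits gave at most 2 and 73. The 8 splits alone are too few for a share under 0.05, so that within the pairing chance stays open. The count of 536 genes changed at least 2-fold in any comparison stood against at most 377, and the shortlist of 86 genes against at most 2, each over 100 splits. This argues against chance for both, with the pairing again left aside. Chance stays open for the number of gene lists that passed by camera, which was 12 between B and L against at most 12 (3 of 35 splits as large), and 10 between B and T against at most 11 (4 of 35). Between L and T the 10 splits are too few for a share under 0.05, with 45 genes against 0, 110 against 13 and 11 lists against 10 (1 of 10 splits as large in each).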

How the results depend on the processing

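The counts of probes without a gene name were chosen only after the result was seen. Of 2472 values of named genes under the alternatives, 2321 kept their direction and their side of the threshold, 111 no longer passed, 26 newly passed and 14 reversed. Of 902 values of gene lists, 62 no longer passed, 30 newly passed in the same direction, and 0 reversed among lists that had passed. The other 810 were counted as unchanged. They include any list that had not passed and changed its direction, which was not counted apart. On the processed values of the authors, 186 genes changed at least 2-fold in any comparison and the shortlist held 36, and with the random variance model on these values the numbers were 187 and 36, with 72 genes between L and T at an adjusted p under 0.05. Without background correction these were 169 genes between L and T at an adjusted p under 0.05 and 169 at an unadjusted p under 0.001, and 344 in any comparison. With an offset of 50 the former were 163 and 168, and with detection on all arrays of a group 92. Without the filter on dim probes, 0 genes passed between L and T by limma (2049 at an unadjusted p under 0.05). With all 10 arrays in 1 model, 0 passed between L and T (872 at an unadjusted p under 0.05) and 38 at an unadjusted p under 0.001, while B and T differed in 2024 and 825. With the replicate number as a block, 9 genes passed between L and T, and B and T differed in 708 and 323. For B and L, where arrays with the same number may vary together, 689 genes passed, 501 of them among the 766. The shortlist then held 83, 56 of them among the 86. Of the genes named with a value, Gbp2, Gbp3, Exog, Gsta1 and Slc45a3 between L and T and Tgfbr1, B2m, Aqp5 and Myc between B and T did not pass with this block, and it changed no such call between B and L. It ended the call of 1 gene list and added 4. With probes without a gene name counted on the processed values of the authors, the counts were 204 and 35. With an estimated correlation 0 of the gene lists passed by camera (8 at an unadjusted p under 0.05), against 33. For each of these the cause was not tested. Leaving out 1 array gave 0 to 129, 130 to 843 and 335 to 1417 genes for L with T, B with L and B with T at an adjusted p under 0.05, and 45 to 158, 155 to 389 and 237 to 516 at an unadjusted p under 0.001; fewer arrays enter these fits. The counts were then 388 to 599 in any comparison, 46 to 100 for the shortlist, 29 to 35 lists, and 24.91 to 34.11 and 25.24 to 35 for the 2 differences of distances. The difference of Gpnmb between L and T reversed to 0.28 on the processed values of the authors, with either test, 0.31 without background correction, 0.32 with an offset of 50, and 0.33 with detection on all arrays of a group or the probe with the highest mean. Id3 reversed to -0.21 between B and L and -0.27 between B and T with the replicate block and without B replicate 4, to -0.07 between B and L without L replicate 3 and to -0.03 between B and T without T replicate 3. Between B and T, Id1 reversed to -0.03 and Tgfb1 to -0.06 without B replicate 3. Leaving out 1 array gave -0.03 to 0.41 for Id1, -0.27 to 0.26 for Id3 and -0.06 to 0.32 for Tgfb1 between B and T, and -0.21 to 0.32 for Id3 between B and L. Signal over background limits dim genes, and in 16, 120 and 165 of the genes that differed in L with T, B with L and B with T, 1 group was below detection. The slide as a block was not run, because the files do not give the slide.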

Differences from the paper's values

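The alternative that counts probes without a gene name was chosen only after the result was seen. Counts were taken to differ where one is more than 1.5 times the other, and log2 differences where they lie apart by more than the largest SD of the gene within a group. The number of genes at an unadjusted p under 0.001 and at least 2-fold in any comparison was 536, and the paper's is 186. Of the alternatives set before the data were examined, the processed values of the authors (186) and the random variance model on them (187) do not differ from the paper's, and the other 20 do. With probes without a gene name counted on the processed values of the authors, chosen after seeing the values, the count was 204. The shortlist held 86 genes and the paper's 29, where the same settings do not differ (36 in each) and the other 20 do. All 28 genes labelled in Figure S2 that had a detected probe were among the 86. Fewer genes were lower in B than in T at an unadjusted p under 0.001, 240 against the paper's 407. The processed values of the authors, no background correction, an offset of 50, median scaling, detection on all arrays of a group, no filter, all 10 arrays in 1 model, the random variance model on the processed values of the authors, and array weights do not differ from it, and the other 10 alternatives do. Lower in L than in T were 20 genes against the paper's 40, where no background correction, an offset of 50 and no filter do not differ and the other 15 do.

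The difference of Aldh3a1 between B and L was 3.34 on the log2 scale, and the paper's about 2.1 in Fig. 1b, read by eye. The processed values of the authors, with either test, no background correction, an offset of 50 and the fit without B replicate 3 do not differ from it, and the other 14 alternatives do. Between B and T it was 3.88 against the paper's about 2.2 in Fig. 1b, read by eye, where the processed values of the authors, with either test, and no background correction do not differ and the other 16 do. Id2 differed by 1.99 between B and T, against the paper's about 1.5 in Fig. 1b, read by eye. The processed values of the authors, with either test, no background correction, an offset of 50 and the fit without T replicate 2 do not differ from it, and the other 14 do.

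In Fig. 1a the paper shows the 4 B sublines in 1 branch, while here B3 joined last, at a height of 96.42, and the T and L sublines shared 1 branch. All 4 B sublines shared a branch on the processed values of the authors, without background correction, with median scaling, with complete linkage and without L replicate 3.

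By RT-qPCR of sublines, an assay not used here, the paper states that Id1, Id3 and Id4 were elevated in B over T and L (Fig. 5g). Its test there compared B with T and left the lungs out. The paper does not state whether these sublines are the profiled ones. On the arrays, the difference of Id1 was 0.18 between B and T (adjusted p = 0.726 from limma, n = 4 and 3) and -0.46 between B and L (adjusted p = 0.354). That of Id3 was 0.06 (adjusted p = 0.923) and 0.12 (adjusted p = 0.866). Id4 was detected on 3 of the 4 B arrays and on no T array, and was at least 1.48-fold higher than in T (adjusted p = 0.0539). It passed the test against T without background correction, with all 10 arrays in 1 model, with array weights and without B replicate 3. Against L, where no array detected Id4 either, the difference from background was 1.68 (adjusted p = 0.0918 from limma over all probes). The other probe of Id4 gave 0.57 against T and 0.60 against L (adjusted p = 0.276 and 0.3 over all probes).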

Other observations

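The tests of the difference between Id2 and the other Id genes, and those of the Myc network, were chosen only after the result was seen. The difference of Id2 exceeded that of Id1 by 1.98 on the log2 scale in B against L (exact permutation test, two-sided, p = 0.0286, 35 splits). The splits leave aside that L and B arrays with the same number may vary together, and the 8 that part these pairs are too few for the test to pass. Against T the excess of 1.81 did not pass (exact p = 0.0571). Over Id3, the excess of Id2 was 1.93 against T (exact p = 0.0571) and 1.40 against L (exact p = 0.114), and neither passed.

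Antigen processing and MHC class I genes, which present peptides to T cells, rose in B against T in 10 of 22 cases (13 when adjusted over the list alone), with a median of 0.67, or 0.59 with such genes at their bound. The peptide transporter Tap2 rose by 1.68 (SE 0.20, adjusted p = 0.00254 from limma, n = 4 and 3), and the MHC class Ib gene H2-T23 by 1.68 (SE 0.23, adjusted p = 0.00374). The list had an adjusted p of 1.64e-06 from camera (adjusted p = 0.308 with an estimated correlation), and 3, 6 and 3 of its genes rose without T replicate 1, 2 or 3. Of the interferon-stimulated genes, Uba7, which starts the attachment of ISG15, rose by 2.23 (SE 0.29, adjusted p = 0.00305) and Ifi27 by 1.24 (SE 0.19, adjusted p = 0.00535). Of 26 measured, 4 rose and 22 did not pass (4 when adjusted over the list alone), and 2 rose without T replicate 3. Their list had a median of 0.30 and an adjusted p of 0.0107 (adjusted p = 0.528 with an estimated correlation), which was 0.0715 without T replicate 1, 0.0587 without B replicate 1 and 0.0726 without B replicate 4.

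Of 39 genes of oxidative stress and glutathione, 15 rose and 2 fell in B against T (17 and 4 when adjusted over the list alone), with a median of 0.31 and an adjusted p of 0.00352 from camera (adjusted p = 0.308 with an estimated correlation). The membrane-bound glutathione transferase Mgst1 rose by 2.73 (SE 0.46, adjusted p = 0.00821). Without T replicate 1, 2 or 3 or B replicate 1, the count of 15 was 4, 8, 6 and 9 and that of 2 was 1, and without B replicate 2 the latter was 4. Of 21 genes of ketone body, acetate and fatty acid oxidation, 5 rose (5 when adjusted over the list alone), with a median of 0.43, or 0.40 with such genes at their bound, and an adjusted p of 0.000845 (adjusted p = 0.308 with an estimated correlation). Without T replicate 1 or 3 or B replicate 1, 2 or 3, that count was 1, 2, 2, 3 and 3.

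The list of aldehyde dehydrogenases had a median of 0.31 in B against T (adjusted p = 0.127 from camera) and of 0.43 in L against T (adjusted p = 0.00433, and adjusted p = 0.342 with an estimated correlation). Id proteins and the BMP response had a median of 0.44 in B against T, or 0.06 with such genes at their bound (adjusted p = 0.115). Ligands, receptors and SMADs of BMP and TGF-beta had a median of 0.24, or 0.18 with such genes at their bound (adjusted p = 0.0728; 0.0288 without T replicate 3 and 0.0406 without B replicate 2). Among them Tgfbr1, a receptor of TGF-beta, rose by 0.83 (adjusted p = 0.0142), and did not pass without T replicate 1, 2 or 3 (adjusted p = 0.0549, 0.0536 and 0.0605). Acvr1, Bmp7 and Tgfb1 did not pass, with 0.37 (adjusted p = 0.159), -0.51 (adjusted p = 0.532) and 0.14 (adjusted p = 0.781), and neither did Rb1 at 0.84 (adjusted p = 0.0515), which passed under 7 of 19 alternatives (0.0214 to 0.163 over all). The TGF-beta response had a median of 0.03, or 0 with such genes at their bound, and a mean of -0.24, which differ in sign (adjusted p = 0.712). Of the reference genes, Gapdh differed by -0.16 (adjusted p = 0.507) and Vcl by -0.20 (adjusted p = 0.635). B2m rose by 0.56 (adjusted p = 0.0489), and did not pass without T replicate 1, 2 or 3 or B replicate 1, 3 or 4 (adjusted p = 0.0749 to 0.186), nor with median scaling.

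Between B and L, 5 of 9 genes of Wnt feedback rose and 2 fell (the same when adjusted over the list alone), with a median of 1.41, or 1.24 with such genes at their bound (adjusted p = 0.0903 from camera). Apcdd1, an inhibitor of Wnt signalling at the membrane, rose by 2.06 (SE 0.27, adjusted p = 0.00362 from limma, n = 4 and 3). Without L replicate 1 or 2 the count of 5 was 2, and without L replicate 1, 2 or 3 that of 2 was 1, 0 and 0. Immediate early genes and MAPK feedback genes had a median of 0.33, or 0.32 with such genes at their bound (adjusted p = 0.0161, and adjusted p = 0.308 with an estimated correlation). Of 23 measured, 7 rose, 2 fell and 14 did not pass the test of limma (8 and 3 when adjusted over the list alone). Without L replicate 1, 2 or 3 the count of 7 was 2, 2 and 3 and the 2 that fell did not pass, and without B replicate 1 only 1 fell. Among them the ETS factor Etv1 rose by 1.21 (SE 0.14, adjusted p = 0.00265) and the ERK phosphatase Dusp6 by 1.21 (SE 0.18, adjusted p = 0.00591). Matrix proteases and inhibitors had a median of -0.16, or -0.07 with such genes at their bound (adjusted p = 0.0258, and adjusted p = 0.308 with an estimated correlation; 0.0783 without B replicate 2 and 0.0911 without B replicate 3). Of 21 measured, 1 rose, 8 fell and 12 did not pass (2 and 8 when adjusted over the list alone). The count of 8 was 4 without L replicate 1 or 2, and the 1 that rose did not pass without L replicate 1, 2 or 3 or B replicate 1 or 4. Adam12 was at least 1.82-fold lower (adjusted p = 0.000198) and Mmp12 at least 1.67-fold lower (adjusted p = 0.00335) in B.

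In B against T, hypoxia and glycolysis had a median of 0.10, or 0.08 with such genes at their bound (adjusted p = 0.487 from camera), cholesterol synthesis of -0.31 (adjusted p = 0.0916; 0.0274 without B replicate 3 and 0.0194 without B replicate 4), and genes that earlier studies linked to brain metastasis of -0.10 (adjusted p = 0.975). Of 8 measured genes of the latter, 2 rose, 1 fell and 5 did not pass (2 and 2 when adjusted over the list alone). Without T replicate 1, 2 or 3 or B replicate 1 only 1 rose, without T replicate 1 or 3 the 1 that fell did not pass, and without B replicate 1 or 3, 2 fell. The chemokine receptor Cxcr4 was at least 1.13-fold higher in B (adjusted p = 0.00327 from limma, n = 4 and 3).

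Myc, a transcription factor that drives the making of ribosomes, fell by 0.79 in B against T (SE 0.16, adjusted p = 0.0162 from limma, n = 4 and 3; 0.0698, 0.0596 and 0.0601 without T replicate 1, 2 or 3). Mxd4 and Mxd3, which compete with Myc for its partner Max, rose by 2.43 (SE 0.28, adjusted p = 0.00254) and 1.05 (SE 0.17, adjusted p = 0.00665). Max, Mxd1, Mxi1, Mnt and Mlx did not pass, with differences of 0.10, 0.47, -0.01, 0.12 and -0.17.

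Few markers of brain or lung cells were measured. In B against T, 2 of 13 astrocyte markers had a median of 0.30 (adjusted p = 0.803 from camera), 3 of 11 neuron markers of 0.63 (adjusted p = 0.362), 2 of 11 oligodendrocyte markers of 0.07 (adjusted p = 0.989) and 4 of 13 endothelial markers of 0.42, or 0.20 with such genes at their bound (adjusted p = 0.366). For 5 of 14 fibroblast and pericyte markers it was 0.43, or 0 with such genes at their bound (adjusted p = 0.803), and for 2 of 10 granulocyte markers 0.51, or 0.35 with such genes at their bound (adjusted p = 0.803). Of 12 markers of lung epithelium 1 was measured, at 0.07 in B against T, and of 14 markers of lymphocytes 0 had a detected probe. Eno2 of the neuron list rose by 1.26 in B against T (adjusted p = 0.0477 from limma). Pdgfra of the fibroblast and pericyte list rose by 2.40 (adjusted p = 0.0167), and no marker was lower there at an adjusted p under 0.05. In B against L, Eno2 rose by 1.21 (adjusted p = 0.014) and the endothelial marker Flt1 by 1.02 (adjusted p = 0.0247). The fibroblast and pericyte marker Des was lower (adjusted p = 0.0445). In L against T, 4 fibroblast and pericyte markers had a median of 0.73, or 0.04 with such genes at their bound (adjusted p = 0.173 from camera), and Pdgfra and Des were higher only when adjusted over the list alone. The lung epithelium marker Ager was at 0.45, or 0 at its bound (adjusted p = 0.263 from limma), and the granulocyte marker S100a8 at 1.34 (adjusted p = 0.351). These did not pass, and with so few markers RNA of lung cells in the L cultures is not excluded. The astrocyte, neuron, oligodendrocyte and endothelial markers had medians of 0.19, -0.02, 0.07 and 0.04 there (adjusted p = 0.803 to 0.989).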
